# Mouse Model of Weak Depression Exhibiting Suppressed cAMP Signaling in the Amygdala, Lower Lipid Catabolism in Liver, and Correlated Gut Microbiota

**DOI:** 10.3389/fnbeh.2022.841450

**Published:** 2022-05-19

**Authors:** Kousuke Shimada, Masakatsu Nohara, Akihito Yasuoka, Asuka Kamei, Fumika Shinozaki, Kaori Kondo, Ryo Inoue, Takashi Kondo, Keiko Abe

**Keywords:** depression, microbiota, nicotinamide adenine dinucleotide, amygdala, corticosterone, cyclic adenosine monophosphate (cAMP)

## Abstract

To establish a mouse model of weak depression, we raised 6-week-old C57BL/6N mice in single (SH) or group housing (GH) conditions for 2 weeks. The SH group showed less social interaction with stranger mice, learning disability in behavioral tests, and lower plasma corticosterone levels. The cecal microbiota of the SH group showed significant segregation from the GH group in the principal coordinate analysis (PCoA). Transcriptome analysis of the amygdala and liver detected multiple differentially expressed genes (DEGs). In the amygdala of SH mice, suppression of the cyclic adenine monophosphate (cAMP) signal was predicted and confirmed by the reduced immunoreactivity of phosphorylated cAMP-responsive element-binding protein. In the liver of SH mice, downregulation of beta-oxidation was predicted. Interestingly, the expression levels of over 100 DEGs showed a significant correlation with the occupancy of two bacterial genera, *Lactobacillus* (Lactobacillaceae) and *Anaerostipes* (Lachnospiraceae). These bacteria-correlated DEGs included JunB, the downstream component of cAMP signaling in the amygdala, and carnitine palmitoyltransferase 1A (Cpt1a), a key enzyme of beta-oxidation in the liver. This trans-omical analysis also suggested that nicotinamide adenine dinucleotide (NAD) synthesis in the liver may be linked to the occupancy of *Lactobacillus* through the regulation of nicotinamide phosphoribosyltransferase (NAMPT) and kynureninase (KYNU) genes. Our results suggested that SH condition along with the presence of correlated bacteria species causes weak depression phenotype in young mice and provides a suitable model to study food ingredient that is able to cure weak depression.

## Introduction

Young stage social stress affects an individual’s mental health and is recognized as one of the risk factors of depression in humans (Lupien et al., 2009; Walker et al., 2019). Several animal models, such as the social defeat mode and maternal deprivation model, have been developed to explore their effects (Bian et al., 2015; Yang et al., 2016; Amini-Khoei et al., 2019; Oizumi et al., 2019; Sato et al., 2019). In these models, animals were exposed to stresses that induce hypothalamic-pituitary-adrenal (HPA) axis activation and acute increment of corticoid. It has been proposed that this stress cycle may cause excessive adaptation of the HPA axis and the depression status with low corticoid levels (Keller et al., 2017). With reference to the neuronal response to stressors, cyclic adenosine monophosphate (cAMP) signaling has been proposed to play an essential role in the amygdala. By the use of cAMP analog injection or phosphodiesterase (PDE) gene knock out, it has been shown that activation of cAMP signaling in the amygdala was necessary for fear memory consolidation by the amygdala (Viosca et al., 2009; Tronson et al., 2012; Cowansage et al., 2013; Ranjan et al., 2015). Corticotropin-releasing hormone is one of the candidates for extra-cellular stimuli that trigger cAMP signaling, but several neurotransmitters, such as noradrenaline, are also considered to be involved (Keil et al., 2016). However, these depression models may be too severe to study relatively weak depression that afflicts a substantial proportion of the population in modern society (Cho et al., 2019). During the lactation period, animals depend on significant biological inputs from their mothers. In a previous study, the offspring of a germ-free mother exhibited lower body weight and less locomotor activity at a mature stage, and these phenotypes could be restored by fostering with a normal mother (Tochitani et al., 2016). Benner et al. (2014) isolated pups from their mothers for 3 h per day and cohoused them with the control siblings until they were 12 weeks old. The deprived mice exhibited a lower score in reversal learning tasks in their adult stages. These results suggest that both microbiological and physical interaction with the mothers are critical for maintaining the offspring’s mental health. There are also studies about the effects of the social environment at the young adult stage. It is reported that single housing (SH) of 7-week-old mice for 3 days caused a decrease in urine corticosterone levels and the value remained lower than the group-housed mice for 3 weeks (Kamakura et al., 2016). Ieraci et al. (2016) maintained 8-week-old mice in SH condition for 4 weeks and found that the mice moved more distance than the group-housed mice in the open-field test and exhibited lower corticosterone levels. These results indicate that the decrease in social interaction during the young adult stage causes depression-related phenotypes. However, these animal studies provide little information about intrinsic molecular changes, such as altered tissue transcriptome, microbiome, and their mutual interaction. There have been attempts to cure depression by food ingredients, such as polyphenols, pre- and probiotics (Hurley et al., 2014; Wei et al., 2019; Chen et al., 2021). However, the animal models used in these studies did not necessarily reflect the status of modern human society, and a more suitable model has been needed to study food-based therapeutics. Here, we present a mouse model of depression that shows weaker phenotypes than models reported previously. We also conducted correlational analysis between multi-tissue transcriptomes and the gut microbiome that enabled us to evaluate the homeostatic contribution of microbiota to the brain and liver functions in weak depression. Our new animal model provides a basis for future studies exploring treatment against weak depression, especially by the use of functional food ingredients.

## Materials and Methods

### Mouse Maintenance

Five-week-old (postnatal day 35, PD35) male C57BL/6N mice were procured from Charles River (Hino, Japan). The animals were shipped in cardboard cages (5 mice/1 cage), housed in air-conditioned rooms (22 ± 2°C, and 50 ± 5% humidity), and subjected to a cyclic 12 h light (8 a.m.–8 p.m.) and dark (8 p.m.–8 a.m.) environment. The light intensity was 100 lx at the front of the cages and 40 lx behind the cages. Five mice were acclimatized in a cage (24 cm length × 17.2 cm width × 12.9 cm depth, 413 cm^2^ floor area) with free access to the chow diet (MF, Oriental yeast, Tokyo, Japan) and water until PD40 (Figure 1). Subsequently, mice were shifted to the SH condition (one mouse in one cage of 18 cm length × 11 cm width × 11 cm depth, 198 cm^2^ floor area) or in the group housing (GH) condition (same as the acclimatization) with free access to the chow diet and water until PD44. Mice and cecal samples in the different conditions were handled separately under sterile conditions. Cecal content was collected on the PD44, and the mice were euthanized by cervical dislocation. The amygdala, hypothalamus, and liver were collected and stored at −80°C. Mice intended for behavioral analysis were raised under SH or GH conditions and subjected to the behavior tests that included the open-field test on PD44, Y-maze test on PD45, novel object recognition test on PD46, and social interaction test on PD47. Body weight was regularly measured every day. The food intake was measured at the same time. For the calculation of assimilation ratio, the total body weight increment from PD35 to PD40 (the acclimation period) or from PD40 to PD44 (experimental period) was divided by the total food intake in each period. The behavioral tests that are listed below were performed under the same maintaining condition. All procedures were performed in accordance with the Ministry of Education, Culture, Sports, Science, and Technology guidelines for the use of experimental animals. The animal experimental protocol was in accordance with Animal Research: Reporting of *In Vivo* Experiments (ARRIVE) guidelines and approved by the animal committee of the Innovation Center of NanoMedicine (Kawasaki, Kanagawa, Japan).

**FIGURE 1:**
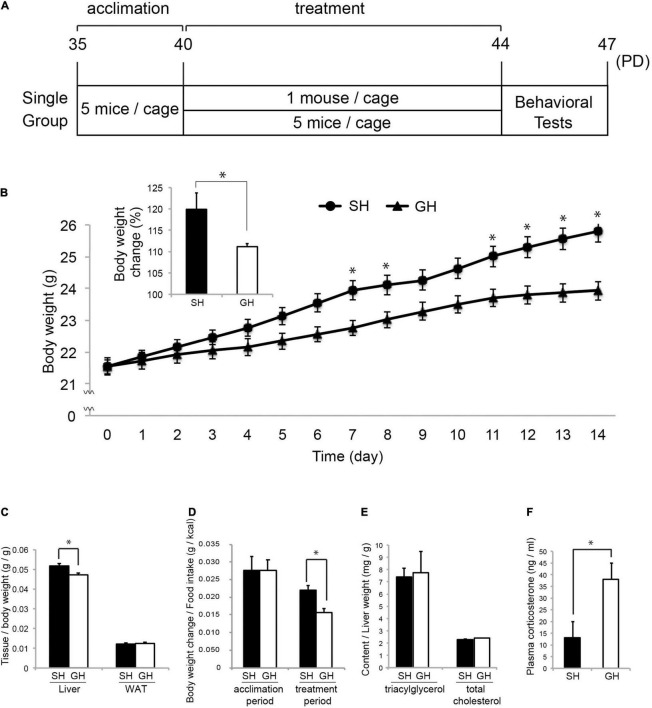
Mouse housing and effect on the physical parameters. **(A)** Five-week-old (PD35) male C57BL/6N mice were acclimated for 5 days in group housing (GH) condition and maintained in single (SH) or GH conditions for 14 days. They were kept in the same open air rack to equalize all physical conditions other than social interaction and handled separately to reduce physical interaction between individuals (*Materials and Methods*). On the next day, the mice were subjected to the behavioral test in the following order: open-field test, Y-maze test, novel object recognition test, and social interaction test. Mice designated for tissue sampling were not tested. **(B)** Body weight (BW) change during the experimental period (from PD40 to PD44) with the inset of percentage BW change (*n* = 35 for each group). **(C)** Relative weight of the liver and epididymal white adipose tissue (WAT) at the time of sacrifice, PD44 (*n* = 25 for SH and GH). **(D)** Assimilation quotient of each group calculated as the ratio of the BW increase to the food intake (kcal) during the acclimation (*n* = 15 for each group) or the experimental period (*n* = 35 for each group). **(E)** Triacylglycerol (TG) and total-cholesterol (TCHO) content of the liver (*n* = 4 for each group). **(F)** Comparison of plasma corticosterone levels (*n* = 10 for each group). Values are mean ± SEM. *Significant difference detected by unpaired *t*-test (*p* < 0.05).

### Behavioral Tests

Social interaction test: Mice were placed at the center of the field for the novel object test where an empty meshed box was placed (Supplementary Figure 1A). The movement of the mice was observed for 5 min (exposing period) by a camera (Cannon iVIS HFR62, 24 frame/s, 1,280 × 720 pixels, 4,000 kbps, MP4) situated 170 cm above the center of the field. The mice were then placed in an empty cage for 2 min and returned to the center of the field where a stranger male mouse in a meshed box was placed. The movement of the mice was observed for 5 min (testing period). The stranger mice were 8-week-old male C57BL/6N mice and were selected from the other cages in the same animal room. For this analysis, we defined the nine square zones according to their proximity to the meshed box containing the stranger mouse and two square zones (10 cm × 10 cm) at the other corner of the field. Spending time and stopping time of head point in each zone from 10 s to 5 min 10 s (exposing period and testing period) were analyzed using the Smart 3.0 Video-Tracking System (Panlab Harvard Apparatus).

Novel object recognition test: Mice were placed at the center of the field (40 cm × 40 cm width × 47 cm depth) where two identical objects were placed (object A, Supplementary Figure 1C). The movement of the mice was recorded for 10 min as described for the social interaction test (exposing period). Mice were then placed in an empty cage for 2 min and returned to the center of the field where two different objects were placed (object B, Supplementary Figure 1C), and their movement was recorded for 5 min (testing period). We defined the head contact of mice with the objects as their proximity under 1.5 cm. The preference ratio was calculated based on the contact time to the objects. Movement of the mice between 1 and 10 min (exposing period) or 10 s and 5 min 10 s (testing period) was analyzed by Smart 3.0 software. The mice that showed no contact with the objects were not analyzed.

Y-maze test: Mice were placed at the end of a Y-maze (3 cm width × 40 cm length arms, 12 cm wall height, Supplementary Figure 1D) illuminated at 250–300 lx. The movement of the mice was noted for 10 min in the same way as the social interaction test, and the total entry counts and spontaneous alternation (entry to the different arms, i.e., arm ABC = 1, arm ACA = 0, and arm ABCBCBCACB = 3) were analyzed by visual inspection from 0 to 10 min.

Open-field test: Mice were placed at the center of an open field (75 cm × 75 cm width × 37.5 cm depth, Supplementary Figure 1E) that was made with white plastic and illuminated at 250–300 lx. The movement of the mice was observed for 10 min in the same way as the social interaction test. Moving distance, spending time, and velocity in the center zone (30 cm × 30 cm at the center) or in the other zone (peripheral zone) were analyzed using the Smart 3.0 software from 1 to 10 min.

### RNA-Seq Analysis

Total RNA was isolated from the amygdala, hypothalamus, or liver using TRI Reagent (MRC molecular research center, OH, United States). Total RNA from the liver was further purified using a SimplyRNA Tissue Kit on the Maxwell RNA extraction system (Promega). RNA quality was accessed using RNA 6000 Nano Series II Kit on Agilent 2100 Bioanalyzer (Agilent141 Technologies, Santa Clara, CA, United States). RNA integrity number for each tissue RNA was higher than 8.5. In total, 200 ng of Total RNA was constructed in a library using Smarter Stranded Total RNA Sample Prep Kit HI Mammalian (Clontech Laboratory, Inc.). The library was quantified using a High Sensitivity DNA kit on Agilent 2100 Bioanalyzer and subjected to 50 bp single-end sequencing analysis (55.7 million/sample on average) on a Hiseq System (Illumina). The FASTQ data were checked by the FastQC quality check program and trimmed using the fastx-clipper and cutadapt program to remove adaptor sequence (>1%) and low-quality reads (quality < 30, length < 20 bases). Cleaned reads were mapped against Mus musculus reference genome GRCm 38 (mm10^1^) using TopHat program (library-type FR second Strand -g20 -N2). The rate of mapped reads to the obtained reads was 96.5% on average. The resulting binary alignment map (BAM) data were used to obtain the reads on the exons of known protein-coding genes (mm10) on the featureCounts program^2^. The reads per kilobase of exon model per million mapped reads (RPKM) for each tissue were filtered (RPKM < 0.3). The rate of filtered reads to the obtained reads was 56.8% on average. Differentially expressed genes (DEGs) were predicted using the DESeq2 package on R statistical software (*p* < 0.01)^3^. Cluster dendrograms were drawn by the hclust package^4^.

### Ingenuity Pathway Analysis

Differentially expressed genes were subjected to QIAGEN’s Ingenuity Pathway Analysis (IPA, QIAGEN Redwood City^5^). Upstream analysis was used to predict the cellular or endocrine signals that may have been affected by a SH condition. The differential expression of the genes was coded as + 1 (SH > GH) or − 1 (SH < GH), and the regulation of the signals was deduced as positive or negative z-scores. Only those with absolute z-score larger than 2.5 and with values of *p* less than 0.01 were selected as significantly regulated upstream regulators.

### Microbiome Analysis

DNA was extracted from the cecal samples using the bead-beating method described by Odamaki et al. (2016). The 16S rRNA V3–V4 region was amplified using Tru357F (5′-CGCTCTTCCGATCTCTG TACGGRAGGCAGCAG-3′) and Tru806R (5′-CGCTCTTCCGATCTGAC GGACTACHVGGGT WTCTAAT-3′) primers and sequenced on Illumina MiSeq. The processing of sequencing data, such as quality filtering, chimera check, operational taxonomic unit (OTU) definition, and taxonomy assignment, was carried out using the Quantitative Insights Into Microbial Ecology (QIIME software package version 1.8.0.), EA-Utils (ver. 1.1.2–537), the gold database^6^, and USEARCH (ver. 5.2.32^7^). Principal coordinate analysis (PCoA), alpha diversity (Shannon index) analysis, and beta diversity analysis were conducted using vegan (Package vegan 2015, version 2.3–4) on R (2015, version 3.1.3) (Oksanen et al., 2016). All data sets (*n* = 15) were used for between-group comparison (Figure 3B–D and Supplementary Table 1). A part of the data (*n* = 4) was used for correlational analyses (Figures 3E,F and Tables 1–3).

**TABLE 1:** The functional enrichment analysis of the genes affected by single housing (SH) condition in the amygdala.

Tissue	Upstream Regulator	Description	Predicted Activation State	Activation z-score	*p*-value of overlap	Gene regulation	Bacteria correlated	No correlation
Amygdala	FADD	Fas Associated *Via* Death Domain	Activated	2.24	3.51.E-04	SH up		Elavl2
						SH down	Junb (*Lactobacillus*+)	Egr1, Fos, Gadd45b
	Hdac	Histone Deacetylase	Activated	2.20	6.28.E-03	SH up		
						SH down		Arc, Egr1, Fos, Gadd45b, Nr4a1
	CREM	cAMP Responsive Element Modulator	Inhibited	−2.75	1.32.E-10	SH up		Mns1
						SH down	Junb (*Lactobacillus*+), Per1 (*Anaerostipes*−)	Arc, Ciart, Csrnp1, Egr1, Fos, Gadd45b, Irak1, Nr4a1, Sik1
	CREB1	cAMP Responsive Element Binding Protein 1	Inhibited	−2.75	8.37.E-08	SH up		Mns1
						SH down	Junb (*Lactobacillus*+), Per1 (*Anaerostipes*−)	Arc, Ciart, Csrnp1, Egr1, Fos, Gadd45b, Nr4a1, Sik1
	FOXO3	Forkhead Box O3	Inhibited	−2.41	2.80.E-03	SH up		Itgam, Lcp2
						SH down	Junb (*Lactobacillus*+)	Egr1, Fos, Gadd45b
	MAPK3	Mitogen-Activated Protein Kinase 3	Inhibited	−2.22	2.53.E-05	SH up		
						SH down	Junb (*Lactobacillus*+)	Arc, Egr1, Fos, Nr4a1
	Pkc(s)	Protein Kinase C	Inhibited	−2.21	5.38.E-08	SH up		Hsp90b1, Hspa5, S100a1
						SH down	Junb (*Lactobacillus*+), Per1 (*Anaerostipes*−)	Dbp, Egr1, Fos, Gadd45b, Nr1d1 (Rev-ErbA)
	PSEN1	Presenilin 1	Inhibited	−2.18	1.58.E-10	SH up	Uqcrh (*Anaerostipes*+)	Atp5e, Canx, Ccr5, Fbxw7, Hsp90aa1, Hspa5, Hspa8, Pea15a
						SH down	Per3 (*Anaerostipes*−), Slc11a2 (*Anaerostipes*−)	Arc, Dbp, Fos, Fzd4, Gadd45b, Hpca, Mthfd1l, Slc38a2
	NR3C2	Nuclear Receptor Subfamily 3 Group C Member 2 (aldosterone receptor)	Inhibited	−2.00	2.84.E-03	SH up		Fcrls, Fkbp4
						SH down	Junb (*Lactobacillus*+)	Cacna1h, Egr1
	Pka	cyclic dependent protein kinase	Inhibited	−2.00	3.32.E-03	SH up		
						SH down	Junb (*Lactobacillus*+)	Egr1, Fos, Nr4a1

*Shaded columns mark the upstream regulators related to cyclic adenine monophosphate (cAMP) signal.*

### Correlational Analysis

In total, 8 mice (4 from each experimental group × 2) were examined for correlation between the relative abundance of cecal bacteria at the genus level and the gene expression in each tissue. The gene expression levels were obtained by the size factor normalization of raw count data using the DESeq2 package on R statistical software. Bacteria occupancies were obtained by dividing annotated reads by total reads, and those not detected in more than 2 mice from each experimental group were not analyzed. Pearson’s correlation coefficient (>0.92) and values of *p* (<0.01) were used to select the genes detected in each tissue.

### Biochemical Analysis

The liver triacylglycerol (TG) and cholesterol levels were analyzed by Skylight Biotech (Akita, Japan^8^). The corticosterone levels were measured following the procedure described by Kanesaka et al. (1992). In brief, mice were euthanized by cervical dislocation, and the trunk blood was collected in sampling tubes containing heparin (10 IU/sample). Plasma was prepared by centrifugation, extracted by diethyl ether, and subjected to the quantification of corticosterone using Corticosterone ELISA Kit (Cayman Chemical Company, MI, United States).

### Immunohistochemistry

Mice were raised as described above, euthanized by cervical dislocation, and whole brains were isolated manually, trimmed, and fixed in 10% neutralized formaldehyde (062-01661, Wako) at 4°C for 16 h. Subsequently, hemispheres were dehydrated, embedded in paraffin (TissuePrep, melting point 56–57°, Fisher Scientific), and sectioned by 3 mic-m steps on RETRATOME REM710 (Yamato Kogyo, Japan). Then, sections were deparaffinized, soaked in the antigen retrieval solution (HistoVT One; Nacalai Tesque, Kyoto, Japan) at 100°C for 20 min, and blocked by 2.5% normal horse serum in 1 × tris-buffered saline (TBS). Subsequently, they were reacted with anti-pcAMP-responsive element-binding protein (CREB) antibody (#9198, Cell Signaling) or anti-CREB antibody (#9197, Cell Signaling) diluted (1/2,500) in 1 × TBS containing 1% bovine serum albumin (BSA) at 4°C for 16 h. The sections were further rinsed twice in TBS containing 0.01% Tween20 (TBS-t) and reacted with secondary antibody (Histofine Simple Stain MAX PO (R), Nichirei, Japan) diluted (1/5) in 1 × TBS containing 1% BSA at 22°C for 30 min. The sections were rinsed twice in TBS-t and the signal was developed using TSA Plus Fluorescein in the diluent (1/200, PerkinElmer) at 22°C for 2 min. The sections were then rinsed twice in TBS-t stained with 4’,6-diamidino-2-phenylindole (DAPI) solution (1/2,000, DOJINDO) at 22°C for 10 min and twice in TBS and enclosed in Immu-Mount (Thermo). The sections were observed under a fluorescence microscope/camera system (DP73-SET-A and IX71N, Olympus), and the images were analyzed by NIH image.

### Region of Interest and Cell Counting

The region of interest (ROI) was established as a 675 × 675 pixel box in the images of the medial amygdala in Bregma −1.58 to −1.98 (Paxinos and Franklin’s the Mouse Brain in Stereotaxic Coordinates) (Paxinos and Franklin, 2001). Sections (4 sections/one mouse) were prepared from 3 to 4 mice in each experimental group. The images of 2–4 ROIs/individuals were taken and the numbers of pCREB or CREB signals were calculated using the threshold value of T20 on the NIH image. DAPI signals were calculated in the same way using the threshold value of T45. The number of pCREB or CREB signals was divided by that of the DAPI signal in each ROI.

### Statistical Analysis

All data are presented as mean ± SEM. For physical and biochemical analyses, data were tested by unpaired Student’s *t*-test (*p* < 0.05). For behavioral analysis, data were tested by Kruskal-Wallis test (*p* < 0.05).

## Results

### Effect of Short-Term Single Housing on Physical Parameters and Behavior of Young Mice

Six-week-old male C57BL/6N mice were raised in the SH or GH condition for 2 weeks (SH or GH mice) and subjected to the biochemical or the behavioral analyses (Figure 1). We chose male mice to avoid the effect of the menstrual cycle on the experiment. SH mice gained more body weight and liver weight per body weight than GH mice (Figures 1B,C) and exhibited a higher assimilation quotient (Figure 1D). The TG and the total cholesterol (TCHO) content in the liver showed no significant difference between the two groups (Figure 1E). It was notable that SH mice showed a lower level of plasma corticosterone than GH mice (Figure 1F). Next, we compared behavioral parameters between SH and GH mice. In the social interaction test (Figure 2A), no significant differences were observed in spending time in all defined zones between SH and GH mice during the testing period (Social, Neutral, and Avoiding zones in Supplementary Figure 1A). However, there were differences in stopping time in the Neutral zone during the exposure period and in the Social zone, during the testing period although no significant differences were observed in stopping time in each subdivided area (Supplementary Figure 1B). In the novel object recognition test (Figure 2B), SH mice showed no difference in access time ratio between the familiar object and the novel object while GH mice showed higher access to the novel object. The decline of social interaction with the newcomer mice and the decreased learning ability of novel objects can be classified as depressive behavior (Reincke and Hanganu-Opatz, 2017; Endo et al., 2018). SH mice showed higher entry frequency than GH mice in the Y-maze test (Figure 2C) and moved longer distance than GH mice in the Peripheral zone of the open field (Figure 2D). This kind of hyperactivity is reported to be one of the spectra of depression (Hu et al., 2016; Nickel et al., 2019). Similar behavior has been observed in the maternal deprivation mouse model (Amini-Khoei et al., 2019).

**FIGURE 2:**
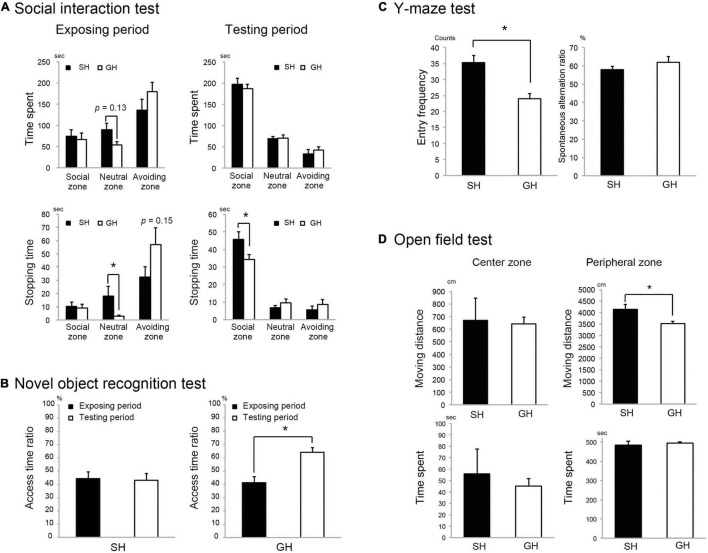
Effect of housing condition on mice behavior. **(A)** Single housing (SH) mice stopped longer in the neutral zone and in the social zone (Supplementary Figure 1A) than group housing (GH) mice during the exposure and the testing period, respectively (*n* = 10 for each group). **(B)** SH group mice showed less interest to access the novel object than GH mice (*n* = 7 for each group). **(C)** SH mice showed a larger arm entry frequency than GH mice in the Y-maze test (*n* = 10 for each group). **(D)** SH mice moved significantly longer distance than the GH mice (*n* = 10 for each group) in the peripheral zone of the open field (Supplementary Figure 1E). Values are mean ± SEM. *Significant difference detected by Kruskal-Wallis test (*p* < 0.05).

### Analysis of Tissue Transcriptomes and Cecal Microbiome

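RNA of the amygdala, the hypothalamus and the liver was sequenced from the same 4 single-housed (SH) and 4 group-housed (GH) C57BL/6N males, giving 24 libraries. C57BL/6N is an inbred mouse strain. The mice arrived at postnatal day 35 and were kept 1 per cage (SH) or 5 per cage (GH) from postnatal day 40. The methods and the sample labels give postnatal day 44 as the end of housing. In contrast, the legend of Figure 1 gives 14 days, and the abstract, results and discussion give a period of that length. The same legend also places the experimental period from postnatal day 40 to 44. The authors aligned the reads with TopHat to mm10, counted reads per gene with featureCounts, kept genes above an RPKM limit and compared the groups with DESeq2. The deposited tables hold 14675 genes of the amygdala, 15039 of the hypothalamus and 12086 of the liver as whole-number counts. Gene counts per amygdala library were 14581075 to 17724272 in SH mice (median 15906306) and 12233882 to 18602556 in GH mice (median 14829435). In the hypothalamus they were 13408278 to 21914859 in SH mice (median 15428541) and 13476985 to 19540495 in GH mice (median 15711996). Liver libraries held 18396292 to 26963714 in SH mice (median 20873356) and 21177197 to 30008567 in GH mice (median 23567454). The methods state 55.7 M reads per sample, and the values here use the gene counts. From the counts, each tissue was fitted on its own with edgeR's quasi-likelihood test after TMM normalization and edgeR's filter on low counts, and levels are given as CPM normalized by TMM. The filter left 14404 genes in the amygdala, 14741 in the hypothalamus and 11970 in the liver, and p-values were adjusted over these by Benjamini-Hochberg. Gene lists of pathways and cell types were tested with camera at a preset correlation of 0.01, adjusted over the lists tested in a tissue. Which GH mice shared a cage is not given in the sources used here, so GH mice were treated as independent. Dbp, a transcription factor driven by the circadian clock, shows the scale of the values, with 48.9 ± 3.23 CPM in the amygdala of GH mice and 133 ± 15.2 CPM in their liver (SD, n = 4 each).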

To examine the kind of molecular change that underlies these biochemical and behavioral phenotypes, we analyzed the transcriptome of the amygdala, hypothalamus, and liver in the mice raised in SH condition. We chose these tissues according to their contribution to the perception of social stimuli by the brain and to the regulation of metabolic status (Tanaka et al., 2017, 2018). Especially in the social interaction context, stimuli from the other individuals seemed to be evaluated primarily by the amygdala, and the resulting emotional change of the brain may descend through the HPA axis to regulate metabolism. Cluster analysis of all gene expression revealed moderate segregation of individual transcriptomes into SH or GH branches (Figure 3A). 

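Liver transcriptomes were farther apart between SH and GH mice than within a housing group, while in the amygdala and the hypothalamus the same measure did not pass the test. Distance was 1 minus Pearson's r of log2(CPM + 1) across the genes, and the statistic was the mean distance between the groups minus the mean distance within them. It was 0.00404 in the liver (one-sided exact permutation test, p = 0.0286, n = 4 mice per group). In the amygdala it was 0.000123 (one-sided exact permutation test, p = 0.229) and in the hypothalamus 0.000377 (p = 0.143 from that permutation test). Single mice stood apart in each tissue. SH mouse 2 had a mean distance of 0.00674 to the others in the amygdala, where the other 7 mice had 0.00474 to 0.00600. GH mouse 4 had 0.00929 in the hypothalamus (others 0.00596 to 0.00758). SH mouse 3 had 0.0250 in the liver (others 0.0107 to 0.0140). The hypothalamus of GH mouse 4 also had the highest level of all 9 tested choroid plexus genes, with a median of 2.79 on the log2 scale above the mean of the 8 mice. The liver of SH mouse 3 had the highest level of 18 of 19 acute-phase protein genes, a list added after the values were seen. Their median was 1.98 on the log2 scale above the other SH mice. The liver call was lost without GH mouse 1 (p = 0.143), GH mouse 2 (p = 0.0571), GH mouse 3 (p = 0.143) or GH mouse 4 (p = 0.171, all by the one-sided exact permutation test). In the amygdala the test passed without SH mouse 1 or SH mouse 2 (p = 0.0286 each, the smallest that the exact permutation test allows here).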

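The liver held most of the genes that differed between SH and GH mice, and genes of the circadian clock led in both directions there. Usp2, a ubiquitin protease with clock-driven expression, lies on chromosome 9 of GRCm38 from 44067021 to 44095627. Its level was 6.05 ± 1.34 CPM in SH livers and 64.4 ± 22.6 CPM in GH livers (SD, n = 4 each), 10.6-fold lower in SH mice. Arntl, which encodes the clock activator BMAL1, lies on chromosome 7 from 113178471 to 113314126 and was 6.31-fold higher in SH livers, at 12.5 ± 2.28 against 2.00 ± 0.832 CPM (SD, n = 4 each). In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, Usp2 had a log2 fold change of -3.40 (standard error 0.26, adjusted p = 0.00149) and Arntl of 2.66 (standard error 0.27, adjusted p = 0.00476). The flavin monooxygenase Fmo2 (-1.41, standard error 0.13), the vitamin transporter Slc5a6 (-1.43, standard error 0.13), the monocarboxylate transporter family gene Slc16a12 (-0.92, standard error 0.10) and the clock output factor Tef (-1.19, standard error 0.14) also fell on the log2 scale. Choline kinase Chka (1.40, standard error 0.15), the receptor kinase Grk5 (1.10, standard error 0.13), the tubulin gene Tubb4b (0.64, standard error 0.08) and the metal transporter Slc30a10 (0.95, standard error 0.12) rose, each of these 8 with an adjusted p of 0.00197 to 0.00804 from edgeR. In the amygdala, 3 genes passed. Dbp, on chromosome 7 from 45705100 to 45710203, was 33.1 ± 4.07 CPM in SH mice (SD, n = 4) and fell by 0.56 on the log2 scale (standard error 0.08, adjusted p = 0.0420 from edgeR). The clock repressor Per1, on chromosome 11 from 69095108 to 69109965, was 32.9 ± 4.74 against 48.1 ± 3.45 CPM (SD, n = 4 each) with an adjusted p of 0.0449 from edgeR, although the amygdala of SH mouse 3, at 40.0 CPM, stood above the other SH mice at 30.2 to 30.98 CPM. Hsph1, a heat shock protein on chromosome 5 from 149616843 to 149636498, was 430 ± 24.8 CPM in SH mice and 348 ± 6.39 CPM in GH mice (SD, n = 4 each; adjusted p = 0.0449 from edgeR). In the hypothalamus 0 genes passed with edgeR and limma, and 21 passed with DESeq2. There 1172 genes had an unadjusted p under 0.05 from edgeR, where 737 are expected on average if no gene differed. The excess is not a count of true differences. At an unadjusted p under 0.01, 6 of the 35 splits of the 8 mice into 4 and 4 gave as many genes as the real split, which is included. At an adjusted p under 0.05, 178 liver genes passed in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (88 higher, 90 lower in SH mice), and all 178 had SH and GH values that did not overlap. Over all genes tested, 10.9% did not overlap in the liver, 4.31% in the hypothalamus and 3.76% in the amygdala, where chance gives 2.86%. At an unadjusted p under 0.01, the threshold of the methods, 182 genes of the amygdala (89 higher, 93 lower), 244 of the hypothalamus (108 higher, 136 lower) and 796 of the liver (386 higher, 410 lower) passed. These counts were 352 without SH mouse 1 and 121 without GH mouse 3 in the amygdala, 131 without GH mouse 4 in the hypothalamus and 499 without GH mouse 4 in the liver, and 63, 155 and 1382 with all 3 tissues in one fit. DESeq2 gave 19 genes of the amygdala and 656 of the liver at an adjusted p under 0.05, and without SH mouse 3 edgeR gave 521 in the liver. Leaving out any of the other mice but GH mouse 2 brought the liver count to between 47 and 98, and the amygdala count was 0 without GH mouse 1, 2, 3 or 4 or SH mouse 2 and 1 without SH mouse 3.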

The statistical analysis identified the DEGs in each tissue (SH < or > GH with numbers, Figure 3A). We also analyzed the cecal microbiome expecting its fluctuation by the change in inter-individual interaction. 

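Cecal contents of the same 4 SH and 4 GH mice were analyzed by sequencing of 16S rRNA gene amplicons, and the deposited table gives the share of reads of 29 taxa at the genus level in each mouse as a fraction. The 16S rRNA gene is present in all bacteria, and its variable parts are used to assign reads to genera. The commonest taxa were an unnamed genus of Clostridiales, with 33.7% ± 3.51 of reads in SH mice and 28.7% ± 2.16 in GH mice (SD, n = 4 each), and an unnamed genus of S24-7 (Bacteroidales), with 28.8% ± 3.84 and 28.2% ± 2.84. The 3 commonest taxa took 61.3% to 75.6% of the reads of a mouse, and the 29 taxa summed to 95.1% to 99.9%. The authors assigned reads with QIIME 1.8.0. The depth per mouse is unknown from these shares, so no counting interval is given, and a taxon with few reads such as Anaerostipes carries a counting error that cannot be stated. Shares were compared as deposited, without a log scale, by two-sided exact permutation tests over the 70 assignments of the 8 mice, for which the smallest p is 0.0286. Groups of 15 mice stand behind other panels of Figure 3, and the values here are those of the 8 mice whose RNA was also sequenced.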

The cecum content of mice was analyzed by next-generation sequencing of bacterial 16S rRNA gene amplicon and analyzed at the genus level. 

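Bray-Curtis distances of the genus shares between SH and GH mice did not pass the test against those within the groups. The mean distance was 0.141 ± 0.0296 between an SH and a GH mouse (SD over 16 pairs), 0.134 ± 0.0421 between SH mice and 0.113 ± 0.0236 between GH mice (SD over 6 pairs each). The mean between the groups minus the mean within them was 0.0178 (one-sided exact permutation test, p = 0.0857, n = 4 mice per group). Bacteroides and Rikenellaceae, both of the order Bacteroidales, spread widely inside the groups. Bacteroides took 3.37% to 11.4% of reads in SH mice and 4.13% to 11.8% in GH mice, and the unnamed genus of Rikenellaceae took 2.83% and 3.33% in SH mice 1 and 2 and was listed at 0 in SH mice 3 and 4.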

In the PCoA, GH and SH samples were evenly distributed along the PC1 axis, while they were relatively separated along the PC2 (Figure 3B). 

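Genus diversity was lower in the SH mice than in the GH mice. The Shannon index, on the natural log, was 1.83 ± 0.0337 in SH mice and 1.98 ± 0.0302 in GH mice (SD, n = 4 each; two-sided exact permutation test, p = 0.0286, the smallest that 4 mice against 4 allow). Every SH mouse, at 1.79 to 1.86, lay below every GH mouse, at 1.96 to 2.02. The Simpson index, which weights common taxa such as S24-7 and the unnamed Clostridiales more, was 0.772 ± 0.00982 in SH mice and 0.799 ± 0.0128 in GH mice (SD, n = 4 each).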

There was a significant difference in the diversity among the individuals (Shannon index, Figure 3C), while no significant difference was detected in the diversity within the groups (dispersion from the centroid, Figure 3D). 

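Lactobacillus, a genus of lactic acid bacteria, made up 0.804% ± 0.512 of cecal reads in SH mice and 4.34% ± 1.04 in GH mice (SD, n = 4 each), 5.40-fold lower in SH mice. Anaerostipes, a butyrate-producing genus of Lachnospiraceae, made up 0.302% ± 0.0617 in SH mice and 0.0349% ± 0.0308 in GH mice (SD, n = 4 each), 8.67-fold higher in SH mice, and was listed at 0 in GH mouse 3. For both genera every SH mouse lay on one side of every GH mouse (two-sided exact permutation test, p = 0.0286 each). These were 2 of 29 taxa with p under 0.05. None of the 29 passed after Benjamini-Hochberg adjustment of the exact permutation tests (smallest adjusted p = 0.414). As the exact p cannot fall below 0.0286, 1 or 2 genera among 29 could not pass that adjustment, however large their difference. The adjusted values therefore say nothing against Lactobacillus or Anaerostipes. The unnamed genus of Clostridiales (exact permutation test, p = 0.0571) and the remaining Lachnospiraceae, at 0.160% ± 0.159 in SH and 0.474% ± 0.249 in GH mice (SD, n = 4 each; p = 0.0571 by exact permutation), came next.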

As implicated by the principal coordinate plot, there were significant differences in the abundance of the two bacterial genera, where the microbiome of the SH group contained less *Lactobacillus* (green) or more *Anaerostipes* (violet) than the GH group (Figures 3E,F).

**FIGURE 3:**
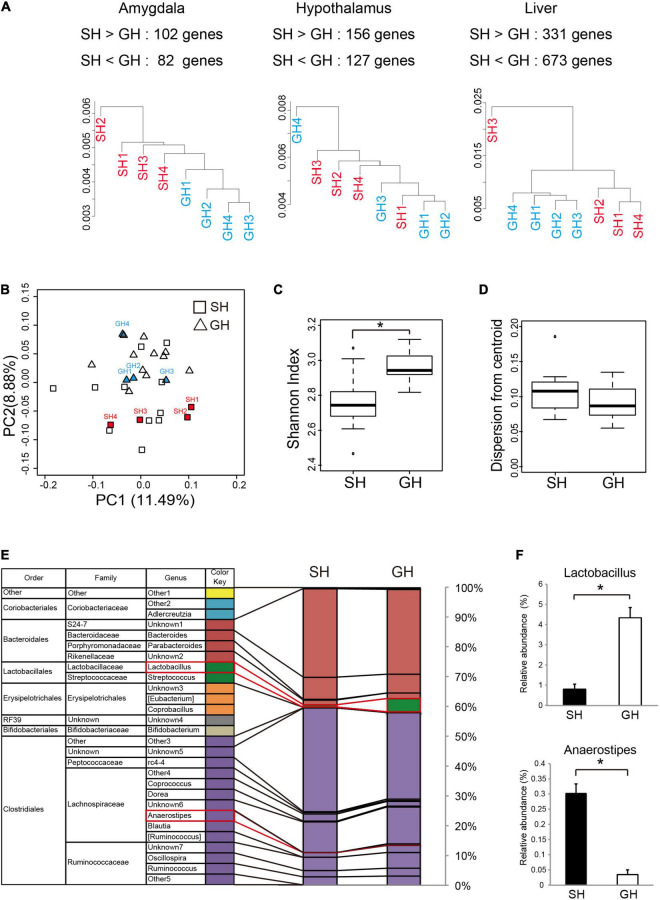
Effect of housing condition on the tissue transcriptome and the gut microbiome. **(A)** Cluster analysis of the genes expressed in the amygdala, the hypothalamus, or in the liver. Protein coding sequences with the expression levels of more than 0.3 reads per kilobase of exon per million (RPKM) mapped reads were analyzed. The number of differentially expressed genes (SH > GH or SH < GH) was calculated from the statistical comparison by DEseq2 (*n* = 4 for each group). **(B)** Principal coordinate analysis (PCoA based on Bray-Curtis distance) of the cecal microbiome at the genus level. Mice used for correlation analysis were marked by the abbreviation same as in **(A)** (*n* = 15 for each group). **(C)** Alpha-diversity analysis of cecal microbiome (*n* = 15 for each group). The Shannon index of the SH group was significantly lower than that of GH group, *p* = 2.40 × 10^– 4^. **(D)** The dispersion from each centroid was calculated from Bray-Curtis distance of each group. No significant difference was observed among the groups (*n* = 15 for each group). **(E)** The composition of cecal bacterial genera was analyzed by 16s rDNA amplicon sequencing (*n* = 15 for each group). Names in parenthesis were temporarily assigned to bacteria in the reference data set (Rainey and Janssen, 1995). **(F)** Significant between-group differences (*) were detected in the abundances of *Lactobacillus* (Lactobacillales, Lactobacillaceae, SH < GH, *p* = 8.98 × 10^– 4^), and *Anaerostipes* (Clostridiales, Lachnospiraceae, SH > GH, *p* = 2.42 × 10^– 4^). The color code for the bacteria species was represented at the genus level. *Significant differences were detected by unpaired *t*-test (*p* < 0.05).

### Regulation of Tissue Signals Under the Single Housing Condition

To elucidate cellular signals that regulate gene expression in the tissues, we analyzed the enrichment of DEGs in the gene sets regulated by known cellular or endocrine signals (Ingenuity Pathway Analysis, IPA). Significant enrichment of DEGs was observed in 10 terms in the amygdala, 5 terms in the hypothalamus, and 18 terms in the liver. In the amygdala (Table 1), FAS-associated death domain protein (FADD) and histone deacetylase (Hdac) signals were predicted to be activated in SH condition (positive z-scores). On the other hand, multiple pathways related to cAMP signaling, cAMP-responsive element modulator (CREM), cAMP-responsive element-binding protein 1 (CREB1), and cyclic-dependent protein kinase (Pka) showed suppression in SH condition (−2.75 < Z-score >−2.00). 

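The amygdala genes that the paper lists under FADD and Hdac were lower in SH mice, apart from 1. FADD is an adaptor of death receptors, and histone deacetylases remove acetyl groups from histones. Of 5 genes listed under FADD, 1 was higher and 4 were lower in SH mice, and all 5 listed under Hdac were lower. Fos, an immediate early gene, had 3.56 ± 0.740 CPM in SH mice and 7.32 ± 2.29 CPM in GH mice (SD, n = 4 each), a log2 fold change of -1.03 (standard error 0.22, adjusted p = 0.169 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Fadd itself had a log2 fold change of -0.09 (standard error 0.19, adjusted p = 0.972 from edgeR). The lists were chosen on these samples, so the counts are not independent evidence of their direction. Of the 37 genes listed under all regulators of the amygdala, 35 had an unadjusted p under 0.01 from edgeR and 2 had an adjusted p under 0.05.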

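Immediate early genes, which cAMP and CREB induce in active neurons, were lower as a group in the amygdala of SH mice. Of 38 immediate early and CREB target genes, 24 had a log2 fold change below 0 and 14 above, with a median of -0.13. At an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 1 was lower and 0 were higher. That gene was Per1, which is a clock gene as well. When adjusted over the list alone, 10 were lower and 0 were higher. The list had an adjusted p of 4.85e-04 from camera, and adjusted p = 0.534 with an estimated correlation. In the same libraries all 8 tested markers of striatal neurons were below 0 (median -0.21, adjusted p = 0.0410 from camera, adjusted p = 0.742 with an estimated correlation). Nr4a1, a nuclear receptor induced by activity, had 9.74 ± 0.888 CPM in SH mice and 15.8 ± 2.50 CPM in GH mice (SD, n = 4 each; log2 fold change -0.70, standard error 0.12, adjusted p = 0.0592 from edgeR). Arc, a regulator of synaptic strength, had 16.3 ± 3.29 CPM in SH and 26.3 ± 4.63 CPM in GH mice (SD, n = 4 each; adjusted p = 0.144 from edgeR). Junb, an AP-1 transcription factor, had 12.0 ± 2.55 CPM in SH and 18.3 ± 1.60 CPM in GH mice (SD, n = 4 each; adjusted p = 0.169 from edgeR). Egr1, a zinc finger transcription factor, had 53.5 ± 7.98 CPM in SH and 69.5 ± 7.66 CPM in GH mice (SD, n = 4 each; adjusted p = 0.413 from edgeR). Of the genes that the paper lists, 11 under CREB1 had 1 higher and 10 lower, 12 under CREM had 1 higher and 11 lower, and all 4 under Pka were lower. The paper chose these genes on the same samples, so their direction is not independent evidence. From such lists the paper predicted lower cAMP signaling in SH mice. It then reported less phosphorylated CREB in their medial amygdala by immunohistochemistry, which the RNA values here do not test.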

The other regulators included two transcription factors; forkhead box O3 (FOXO3) and nuclear receptor subfamily 3 group c member 2 (glucocorticoid receptor, NR3C2). 

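Of the amygdala genes that the paper lists under FOXO3, a transcription factor that insulin signaling restrains, 2 were higher and 4 were lower in SH mice. Under NR3C2, the receptor for aldosterone and corticosterone, 2 were higher and 3 were lower. Itgam, an integrin of microglia and other myeloid cells, was among the higher genes under FOXO3, with 37.7 ± 2.60 CPM in SH mice and 30.0 ± 1.99 CPM in GH mice (SD, n = 4 each; adjusted p = 0.245 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Gadd45b, a stress-induced gene, was among the lower ones, with 1.54 ± 0.0999 CPM in SH and 2.52 ± 0.367 CPM in GH mice (SD, n = 4 each; adjusted p = 0.612 from edgeR). Foxo3 mRNA had a log2 fold change of -0.10 (standard error 0.07, adjusted p = 0.873 from edgeR). Under MAPK3, a kinase of the ERK pathway, all 5 listed genes were lower, and Mapk3 mRNA had a log2 fold change of -0.16 (standard error 0.06, adjusted p = 0.759 from edgeR). These lists were taken from the same mice and are not independent evidence of direction.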

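In the hypothalamus, genes that the paper lists under Calmodulin were higher in SH mice and most of those under mir-21 were lower. Of the listed genes, all 4 under Calmodulin, a calcium sensor, were higher, 1 under mir-21 was higher and 6 were lower, and 1 of the 4 tested under STAT5a/b was higher and 3 were lower. Rph3a, a synaptic vesicle protein, had 604 ± 13.8 CPM in SH mice and 542 ± 26.9 CPM in GH mice (SD, n = 4 each), with an adjusted p of 0.570 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Per3, a clock gene under mir-21, had 74.0 ± 2.89 CPM in SH and 87.2 ± 3.88 CPM in GH mice (SD, n = 4 each; log2 fold change -0.24, standard error 0.05, adjusted p = 0.449 from edgeR). Timp3, an inhibitor of metalloproteinases that is abundant in meninges and choroid plexus, had 344 ± 16.2 CPM in SH and 433 ± 55.1 CPM in GH mice (SD, n = 4 each; adjusted p = 0.516 from edgeR). Vwf, an endothelial gene under STAT5a/b, had 19.6 ± 1.57 and 28.1 ± 6.70 CPM (SD, n = 4 each; adjusted p = 0.539 from edgeR). Stat5a and Stat5b had log2 fold changes of -0.22 (standard error 0.22) and 0.06 (standard error 0.07), with adjusted p = 0.837 and 0.867 from edgeR. The lists come from these samples and are not independent evidence, and of the 42 listed hypothalamic genes tested, 32 had an unadjusted p under 0.01 from edgeR and none an adjusted p under 0.05 (0 genes of the whole tissue passed with limma and 21 with DESeq2). The hypothalamus of GH mouse 4 also stood apart in choroid plexus genes. Pan-neuronal markers were above 0 in the same libraries (9 of 9, adjusted p = 7.74e-04 from camera, adjusted p = 0.2085 with an estimated correlation), and Syt1, a synaptic gene under Calmodulin, had 1232 CPM in SH mouse 4 and 1071 to 1084 CPM in the other SH mice.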

In the hypothalamus (Table 2), a miRNA species involved in clock gene regulation (mir-21) (Brianza-Padilla et al., 2018), signal transducer and activator of transcription 5A/B (STAT5a/b), and Calmodulin were predicted to be activated in SH condition. 

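Of 30 hypothalamic genes that the paper lists under HTT, 18 were higher and 12 were lower in SH mice. Among the higher genes were Fabp7, a fatty acid-binding protein of glia, with 21.04 ± 2.46 CPM in SH and 13.4 ± 2.15 CPM in GH mice, and the neuropeptide gene Cck, with 6.75 ± 1.08 and 3.84 ± 0.810 CPM (SD, n = 4 each). Fabp7 had a log2 fold change of 0.65 (standard error 0.12, adjusted p = 0.320) and Cck of 0.82 (standard error 0.18, adjusted p = 0.449) in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Among the lower genes was Rbp4, a retinol carrier, with 1.95 ± 0.494 CPM in SH and 4.36 ± 1.63 CPM in GH mice (SD, n = 4 each; adjusted p = 0.449 from edgeR). Htt mRNA had a log2 fold change of -0.06 (standard error 0.05, adjusted p = 0.807 from edgeR). Tbr1, a cortical transcription factor on the list, had 8.41 ± 2.49 CPM in SH and 4.72 ± 1.50 CPM in GH mice (SD, n = 4 each). Cortical glutamatergic markers as a group had a median log2 fold change of 0.58 over 7 genes (adjusted p = 7.74e-04 from camera, adjusted p = 0.2085 with an estimated correlation), and 4 of the 7 were highest in SH mouse 4. Meningeal fibroblast markers were all below 0 in the same libraries (13 of 13, median -0.53, adjusted p = 1.67e-05 from camera, adjusted p = 0.428 with an estimated correlation). Of these, 9 of 13 were highest in GH mouse 4. The listed genes were chosen on these mice, so their directions are not independent evidence.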

There were two regulators that showed suppression in SH condition, Huntingtin (HTT) and protein kinase C [PKc(s)]. 

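Genes that the paper lists under protein kinase C were mostly lower in SH mice in both brain regions, with 3 higher and 7 lower of 10 in the amygdala and 1 higher and 5 lower of 6 in the hypothalamus. In the amygdala, 2 of the 10, Per1 and Dbp, had an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Nr1d1, which encodes the clock repressor REV-ERB alpha, had 46.2 ± 3.25 CPM in SH and 56.2 ± 0.499 CPM in GH amygdala (SD, n = 4 each; adjusted p = 0.219 from edgeR). In the hypothalamus, Dbp had 39.6 ± 6.50 CPM in SH mice (SD, n = 4) and a log2 fold change of -0.42 (standard error 0.10), and Per1 had 27.7 ± 1.88 and 38.2 ± 7.60 CPM (SD, n = 4 each; log2 fold change -0.47, standard error 0.12). Per2, another Period gene, had 31.8 ± 2.20 and 39.6 ± 4.24 CPM (SD, n = 4 each), and Dbp, Per1 and Per2 each had an adjusted p of 0.531 from edgeR. Hsp90b1, an endoplasmic reticulum chaperone listed in both regions, had 826 ± 37.1 CPM in SH and 700 ± 26.5 CPM in GH amygdala (SD, n = 4 each; adjusted p = 0.144 from edgeR). The genes were selected on these samples, so neither count is independent evidence of direction.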

The term, PKc(s) was also detected in the amygdala as a suppressed regulator, whose downstream genes included Per1, Fos proto-oncogene (FOS), and albumin D-box binding protein (DBP) (Table 1). In the liver (Table 3), two regulators related to endocrine system (Prolactin and estrogen receptor), two cytokines [tumor necrosis factor (TNF) and interferon gamma (IFNG)], four factors related to metabolic regulation [PARP1 binding protein (PARPBP), nuclear receptor subfamily 0 group b member 2 (NR0B2 or small heterodimer partner), MLX interacting protein-like (MLXIPL or ChREBP), and nuclear factor, erythroid 2 like 2 (NFE2L2 or Nrf2)] were predicted to be activated in SH condition. 

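In the liver of SH mice, interferon-induced genes were higher as a group. Of 33 such genes, 30 had a log2 fold change above 0 and 3 below, with a median of 0.19 and an adjusted p of 1.13e-04 from camera (adjusted p = 0.727 with an estimated correlation). None of the 33 had an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 11 had an unadjusted p under 0.05, and 9 were higher and 0 lower when adjusted over the list alone. Kupffer cell markers were above 0 in the same livers (10 of 10, median 0.26, adjusted p = 0.00282 from camera, adjusted p = 0.727 with an estimated correlation). Ifi47, an interferon-induced GTPase, had 15.5 ± 3.30 CPM in SH and 8.98 ± 1.47 CPM in GH mice (SD, n = 4 each; adjusted p = 0.0598 from edgeR). Psmb9, an immunoproteasome subunit, had 6.52 ± 0.775 and 4.56 ± 0.500 CPM (SD, n = 4 each; adjusted p = 0.0896 from edgeR). Of the genes that the paper lists, TNF had 43 higher and 24 lower of 67 tested, IFNG 28 higher and 22 lower, PRL 17 higher and 4 lower, and NFE2L2 28 higher and 14 lower. The estrogen receptor had 10 higher and 9 lower, NR0B2 4 higher and 6 lower, MLXIPL 8 higher and 6 lower, and PARPBP 2 higher and 3 lower. These genes were chosen on the same livers, so the counts are not independent evidence. Krt8, a keratin under TNF and estrogen receptor, rose by 0.39 on the log2 scale (standard error 0.07, adjusted p = 0.0353 from edgeR), and the proteasome subunit Psmd14, under NFE2L2, rose by 0.36 (standard error 0.07, adjusted p = 0.0354 from edgeR). Slc20a1, a phosphate transporter under TNF, fell by 1.16 (standard error 0.15, adjusted p = 0.00941 from edgeR). Esr1, Nr0b2, Mlxipl and Nfe2l2 mRNA had log2 fold changes of 0.24, 0.35, -0.04 and -0.12, none past the test. The liver of SH mouse 3 had the highest level of all 17 tested NF-kB and IL-6 response genes, a list added after the values were seen.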

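ARNTL mRNA itself was among the genes that rose most in SH livers, while all 7 genes that the paper lists under ARNTL were lower and 3 of them had an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of the listed genes, SPARC had 7 higher and 8 lower, TET2 4 higher and 9 lower, CAV1 8 higher and 4 lower, and RICTOR 19 higher and 6 lower. SRSF2 had 1 higher and 5 lower, FABP2 1 higher and 5 lower, IRS1 5 higher and 9 lower, and PSEN2 7 higher and 4 lower. The metalloproteinase inhibitor Timp3, with 55.9 ± 4.12 CPM in SH and 78.1 ± 2.74 CPM in GH livers (SD, n = 4 each), fell by 0.48 on the log2 scale (standard error 0.07, adjusted p = 0.0102 from edgeR). Acot4, a peroxisomal thioesterase, had 6.22 ± 1.51 and 13.6 ± 1.52 CPM (SD, n = 4 each; adjusted p = 0.0165 from edgeR). Psen2 mRNA, which encodes a part of gamma-secretase, rose by 0.66 (standard error 0.09, adjusted p = 0.0102 from edgeR), with 149 ± 9.54 against 94.2 ± 11.9 CPM (SD, n = 4 each). Sparc, Tet2, Rictor, Fabp2 and Irs1 mRNA had log2 fold changes of 0.08, 0.01, 0.07, 0.04 and 0.19, and Cav1 and Srsf2 of -0.67 and -0.21, none past the test. Over all regulators, 224 listed liver genes were tested, of which 130 were higher and 94 lower, 163 had an unadjusted p under 0.01 and 40 an adjusted p under 0.05 from edgeR. They had been chosen on these livers, so this is not independent evidence of direction.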

There were ten suppressed regulators with various functions; secreted protein acidic and cysteine rich (SPARC), ten-eleven translocation methylcytosine dioxygenase 2 (TET2), caveolin 1 (CAV1), rapamycin-insensitive companion of mammalian target of rapamycin (RICTOR), aryl hydrocarbon receptor nuclear translocator (ARNTL), serine and arginine-rich splicing factor 2 (SRSF2), fatty acid-binding protein 2 (FABP2), insulin receptor substrate 1 (IRS1), and presenilin 1 and 2 (PSEN1 and 2).

**TABLE 2:** The functional enrichment analysis of the genes affected by single housing (SH) condition in the hypothalamus.

Tissue	Upstream Regulator	Description	Predicted Activation State	Activation z-score	*p*-value of overlap	Gene regulation	Bacteria correlated	No correlation
Hypothalamus	mir-21	miRNA	Activated	2.57	3.13.E-03	SH up		Smarca4
						SH down	Iigp1 (*Dorea*+), Per3 (*Lactobacillus*+)	Casp12, Dbp, Per2, Timp3
	STAT5a/b	Signal Transducer And Activator Of Transcription 5A/B	Activated	2.00	6.29.E-03	SH up		Stip1
						SH down	Rara (*Anaerostipes*−)	Cavin2, Mrvi1, Stip1, Vwf
	Calmodulin	Calmodulin	Activated	2.00	2.70.E-03	SH up		Calm1, Epha6, Rph3a, Syt1
						SH down		
	HTT	Huntingtin	Inhibited	−2.90	2.82.E-13	SH up	Fabp7 (*Anaerostipes*+)	Arpp19, Cck, Cit, Cplx2, Cx3cl1, Gad1, Hspa8, Kcnip2, Nefm, Nos1, Pcp4, Pde1b, Plcb1, Rph3a, Schip1, Snca, Tbr1
						SH down	Sfrp1 (*Dorea*+)	Abca1, Adamts2, Cnr2, Dbp, Fos, Per1, Per2, Rbp4, Spp1, Thbs2, Timp3
	Pkc(s)	Protein Kinase C	Inhibited	−2.20	4.33.E-03	SH up		Hsp90b1
						SH down		Abca1, Dbp, Fos, Per1, Per2

**TABLE 3:** The functional enrichment analysis of the genes affected by single housing (SH) condition in the liver.

Tissue	Upstream Regulator	Description	Predicted Activation State	Activation z-score	*p*-value of overlap	Gene regulation	Bacteria correlated	No correlation
Liver	TNF	Tumor Necrosis Factor	Activated	3.46	1.15.E-06	SH up	Abcb11 (*Lactobacillus*−), Alox8 (*Lactobacillus*−), Krt8 (*Anaerostipes*+), Kynu (*Lactobacillus*−, *Anaerostipes*+), Psmb9 (*Lactobacillus*−)	Actb, Apoc2, Bace1, C4b, Hc, Ccl6, Cdh1, Cyp7b1, Dbi, 8430408g22rik, Efna1, Enpp3, Fgg, Fst, Fth1, Il4ra, Krt18, Lamb3, Lgals9, Lpl, Nme1, Oas2, Oasl1, Pde4b, Pilrb2, Psme2, Rab32, Rbpms, Rps13, Rps15a-ps4, S100a10, Serpina3k, Sox9, Sqstm1, St3gal3, Stat3, Stat5a, Tnfaip2, Traf3
						SH down	Bhlhe40 (*Lactobacillus*+), Cyp2e1 (*Lactobacillus*+), Nr1h4 (Fxr) (*Lactobacillus*+), Pcyt1a (*Lactobacillus*+), Usp2 (*Lactobacillus*+)	Abcc2, Apoe, Atp1a1, Bcl2l11, Dpys, Dusp1, Enpp2, Il15, Iarid2, Maff, Pbrm1, Ppara, Prkca, Slc1a2, Slc20a1, Srebf1, St3gal5, 1810011o10rik, Timp3, Ugcg, Vegfa
	estrogen receptor	estrogen receptor	Activated	2.41	2.24.E-03	SH up	Krt8 (*Anaerostipes*+)	Cdh1, Col4a1, Erbb3, Hsp90aa1, Krt18, Ly6e, Pcdh1, Pdgfc, Tjp3
						SH down		Bmp7, Cav2, Ccne2, Fgf1, Klf10, Por, Tgfbr3, Timp3, Vegfa
	PRL	Prolactin	Activated	2.37	4.75.E-04	SH up	Dhx58 (*Clostridiales*_Unknown5+)	Actb, Cdh1, Erbb3, Helz2, Herc6, Ly6e, Oas2, P4hb, Pdk4, Pnpt1, Psme2, Rpsa, Serpina3k, Tmem140, Tmsb4x, Trim14
						SH down		Camk2n1, Cnn3, Ecm1, Igfals
	IFNG	Interferon Gamma	Activated	2.30	5.29.E-03	SH up	Abcb11 (*Lactobacillus*−), Psmb9 (*Lactobacillus*−)	Actb, Btg1, C4b, Fam26f, Ccl6, Ccna2, Celsr1, Clic4, Ctnnb1, Dapk1, Fth1, H6pd, Herc6, Ifi47, Irgm1, Irs2, Itpk1, Lpl, Ly6e, Ncald, Oas2, Oasl1, Psme2, Rarres1, Slfn1, Stat3
						SH down	Cyp2e1 (*Lactobacillus*+)	Agpat1, Aqp11, Atp1a1, Atp1b1, Bcl2l11, Bmf, Dusp1, Fech, Fgf1, Foxo1, Gck, Il15, P2ry1, Ppara, Rorc, Slc1a2, Slc6a6, Srebf1, Tgfbr3, Timp3, Vegfa
	NR0B2 (SHP)	Nuclear Receptor Subfamily 0 Group B Member 2 (small heterodimer partner)	Activated	2.29	1.23.E-04	SH up	Abcb11 (*Lactobacillus*−)	Cyp7b1, P4hb, Pdia4
						SH down	Cpt1a (*Lactobacillus* +), Nr1h4 (Fxr) (*Lactobacillus*+)	Acadm, Cyp7a1, Gck, Srebf1
	PARPBP	PARP1 Binding Protein	Activated	2.24	2.28.E-03	SH up	Krt8 (*Anaerostipes*+)	Krt18,
						SH down	Cyp2e1 (*Lactobacillus*+)	Amd1, Inmt
	MLXIPL (ChREBP)	MLX Interacting Protein Like (lipogenic transcription factor)	Activated	2.14	5.66.E-04	SH up		Acacb, Rpl15, Rpl27, Rpl7a, Rplp0, Rps13, Rps26, Rpsa
						SH down	Cpt1a (*Lactobacillus*+)	Hmgcr, Mid1ip1, Ppara, Srebf1, Thrsp
	NFE2L2 (nrf2)	Nuclear Factor, Erythroid 2 Like 2	Activated	2.10	1.22.E-08	SH up	Abcb11 (*Lactobacillus*−), Arhgef3 (*Oscillospira*−), Dhcr7 (*Lactobacillus*−), Ppib (*Lactobacillus*−), Prdx1 (*Anaerostipes*+)	Bhmt, Hc, Calm1, Cdh1, Cul1, Cyp4a12b, F10, Fth1, G6pdx, Gpx1, Hsp90aa1, Lpl, Ly6e, Mcfd2, Nucb2, Pdia4, Pdia6, Psmb6, Psmd14, Rplp0, Serpina3k, Srxn1, Ugt2b38
						SH down	Bnip3 (*Lactobacillus*+)	Alas1, Atp1a1, Foxo3, Ifrd1, Inmt, Ngef, Nr1i3 (Car), Ogt, Serpina6, Slc38a3, Srebf1, Thrsp, Vegfa
	SPARC	Secreted Protein Acidic And Cysteine Rich	Inhibited	−3.86	4.28.E-05	SH up		Cdh1, Cldn1, Mcm6, Mpzl1, Sox9, Trim2, Ube2u
						SH down	Bhlhe40 (*Lactobacillus*+), Usp2 (*Lactobacillus*+), Wnk4 (*Lactobacillus*+)	Cdyl, Ciart, Per2, Syde2, Tsku,
	RICTOR	RPTOR Independent Companion Of MTOR Complex 2	Inhibited	−3.55	3.78.E-04	SH up	Atp6v0a1 (*Anaerostipes*+), Psmb9 (*Lactobacillus*−)	Atp5l, Bsg, Fabp5, Irs2, Ndufc1, Oas2, Ppa1, Psmb6, Psmc4, Psmd14, Psme2, Rpl34, Rpl7a, Rplp0, Rps13, Rps26, Rpsa
						SH down		Ar, Bcl2l11, Gck, Prkca, Rorc, Srebf1
	PSEN2	Presenilin 2	Inhibited	−2.72	3.23.E-03	SH up	Prc1 (*Oscillospira*−), Psen2 (*Lactobacillus*−)	Actb, Cd9, Ctnnb1, Gapdh, Zfp101
						SH down	Dbp (*Lactobacillus*+)	Enpp2, Foxo3, Fzd4
	ARNTL	Aryl Hydrocarbon Receptor Nuclear Translocator Like	Inhibited	−2.60	1.18.E-03	SH up		
						SH down	Dbp (*Lactobacillus*+), Per3 (*Lactobacillus*+)	Gck, Per1, Per2, Ppargc1b, Srebf1
	TET2	Tet Methylcytosine Dioxygenase 2	Inhibited	−2.50	7.80.E-03	SH up		Ctnnb1, Grk5, Pxdc1, Rnf144a
						SH down	Bhlhe40 (*Lactobacillus*+)	Aspa, Bcl2l11, Hs6st1, Maff, Mtss1, Sh2b3, Slc16a12, Slc20a1
	SRSF2	Serine And Arginine Rich Splicing Factor 2	Inhibited	−2.43	4.80.E-04	SH up		Cdh1
						SH down	Nr1h4 (Fxr) (*Lactobacillus*+)	Ces1d, Nr1i3 (Car), Ppara, Srebf1
	FABP2 (IFABP)	Fatty Acid Binding Protein 2	Inhibited	−2.43	9.28.E-06	SH up		Acacb
						SH down	Cpt1a (*Lactobacillus*+)	Abcg5, Abcg8, Hmgcr, Ppara
	PSEN1	Presenilin 1	Inhibited	−2.32	1.15.E-04	SH up	Ank2 (*Lactobacillus*−), Prc1 (*Oscillospira*−), Tubb4b (*Lactobacillus*−)	Actb, Bace1, Bsg, Cd9, Ctnnb1, Dbi, Gapdh, Hsp90aa1, Nme1, Pgam1, Sqstm1, Stx1b, Tubb2a, Zfp101
						SH down	Dbp (*Lactobacillus*+), Per3 (*Lactobacillus*+), Pik3r1 (*Lactobacillus*+)	Apoe, Atp1b1, Dusp1, Enpp2, Foxo3, Fzd4, Mcm10, Hiat1, Pcp4l1, Rhoq, Slc1a2, Stim2, Tppp
	IRS1	Insulin Receptor Substrate 1	Inhibited	−2.05	1.10.E-03	SH up		Col4a1, Fst, Irs2, Lpl, Rhou
						SH down	Pik3r1 (*Lactobacillus*+)	Gck, Hmgcr, Ldlr, Ppap2b, Ppargc1b, Sparcl1, Srebf1, Vegfa
	CAV1	Caveolin 1	Inhibited	−2.04	3.76.E-03	SH up	Krt8 (*Anaerostipes*+), Tjp2 (*Lactobacillus*−)	Cdh1, Ctnnb1, Hsd17b12, Krt18, Nedd4l, Rps13,
						SH down	Npm1 (*Lactobacillus*+)	Cav2, Ccne1, Slc20a1

We then hypothesized that these changes in tissue transcriptomes could interact with the other homeostatic factors, namely, the gut microbiome, because recent studies have reported a significant correlation between host transcriptome and gut microbiome (Lim et al., 2020; Omura et al., 2020). The expression levels of DEGs in each tissue were normalized and their correlation with the occupancy of given bacteria genera was examined using Pearson’s correlation coefficient. 

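The relation of each gene with bacteria was measured over the 8 mice that had both RNA and cecal data. The authors divided counts by DESeq2 size factors and took genes with their p under 0.01, which were 184 in the amygdala, 283 in the hypothalamus and 1004 in the liver in the authors' deposited table. Taxa detected in more than 2 mice of both groups numbered 19, and a pair counted where Pearson's r exceeded 0.92 in size with p under 0.01. The same values were used here. Since SH and GH mice form separate clusters for most of these genes and for Lactobacillus and Anaerostipes, r over all 8 mice also carries the difference between the groups. For that reason r and rho were computed after subtracting each group's mean, with p from all reassignments of mice within the groups (exact permutation test, two-sided). The number of correlated genes was also recounted after mice were reassigned at random within the groups, with 100 assignments in all, the real one included. Over the 216 pairs past the threshold, 213 kept their sign within housing, 51 had a permutation p under 0.05 within housing, and none passed after Benjamini-Hochberg adjustment over the 216. These pairs were chosen for their r over the same mice, which favors the same sign and a high r within housing. Junb, Per1, Per3, Fabp7, Cpt1a, Hmgcs1, Kynu, Nampt and Cobll1 are the genes given by name, in 10 relations that were adjusted as a family of their own.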

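In the amygdala, 20 genes (10.9% of 184) passed the threshold with a bacterial taxon, and in the hypothalamus 35 genes (12.4% of 283). Lactobacillus was correlated with 10 genes of the amygdala, 6 positively and 4 negatively, and with 12 genes of the hypothalamus, 10 positively and 2 negatively, of which 7 and 6 remained past the threshold without GH mouse 4. With any 1 mouse left out, the number of genes past the threshold was higher, at 24 to 49 in the amygdala (40 without GH mouse 4) and 51 to 82 in the hypothalamus (51 without GH mouse 4). The same r is easier to exceed with fewer mice, so these higher numbers are no measure of stability. Anaerostipes was correlated with 10 genes of the amygdala, 5 in each direction, and with 11 of the hypothalamus, 8 positively and 3 negatively. Dorea was correlated with 9 genes of the hypothalamus, all positively, and 2 of these remained past the threshold without GH mouse 4, the mouse with the highest share of Dorea and of choroid plexus transcripts. Oscillospira had 2 genes and unassigned reads 1 in the hypothalamus, and an unnamed genus of Lachnospiraceae had 1 in the amygdala. All 10 positive genes of Lactobacillus in the hypothalamus were lower in SH mice, as was Lactobacillus itself.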

Interestingly, there were multiple genes in the amygdala and hypothalamus that showed a significant correlation to the gut bacteria occupancy (Tables 1, 2 and Figure 4). 

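In the liver, 151 genes passed the threshold, and 138 of them did so with Lactobacillus or Anaerostipes. Lactobacillus was correlated with 103 genes, of which 68 were positive and lower in SH mice and 35 were negative and higher in SH mice. Anaerostipes was correlated with 44 genes, of which 27 were positive and higher in SH mice and 17 were negative and lower in SH mice. Oscillospira had 6 genes, the unnamed genus of Clostridiales 5 and unassigned reads 2. Without GH mouse 4, 63 of the 103 genes of Lactobacillus, 41 of the 44 of Anaerostipes, 2 of the 6 of Oscillospira and 2 of the 5 of the unnamed genus of Clostridiales remained past the threshold. The number of genes past the threshold was higher with any 1 mouse left out, at 190 without GH mouse 4 and 217 to 331 without 1 of the others. As the limit on r was not raised for fewer mice, this rise is no measure of stability either.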

Especially in the liver, there were a larger number of genes whose expression levels showed a significant correlation (Pearson’s correlation coefficient >0.92 and *p* < 0.01) to the abundance of two bacterial genera, *Lactobacillus* and *Anaerostipes*, in each animal (Table 3, Bacteria correlated). Correlation coefficients were both positive and negative, and some of them were represented in the plots; JunB Proto-Oncogene (JunB) vs. *Lactobacillus*, Period 1 (Per1) vs. *Anaerostipes*, Period 3 (Per3) vs. *Lactobacillus*, FABP7 vs. *Anaerostipes*, Carnitine palmitoyltransferase 1A (Cpt1a) vs. *Lactobacillus*, and 3-Hydroxy-3-methylglutaryl-CoA synthase 1 (Hmgcs1) vs. *Oscillospira*, as shown in Figure 4. 

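The 6 plotted relations had been chosen for their r over the same 8 mice, so their p-values are not independent evidence. Hmgcs1 encodes a synthase of the cholesterol pathway, and its r with Oscillospira was -0.867 within housing (permutation p = 0.00347, adjusted p = 0.0347 by Benjamini-Hochberg over 10 relations and 0.1 over all 216 pairs) and rho was -0.966 (permutation p = 0.00868). Without SH mice 2 and 4, the mice farthest from the median share of Oscillospira, r within housing was -0.943. SH and GH values overlapped for this gene and genus, so that the choice by r over all 8 mice (-0.921, rho -0.976) by itself favors a high r within housing. For the other 5 the groups did not overlap. Fabp7 with Anaerostipes had a within-housing r of 0.790 (permutation p = 0.0434, adjusted p = 0.143 by Benjamini-Hochberg) and rho 0.800 (permutation p = 0.0625). Cpt1a with Lactobacillus had 0.738 (permutation p = 0.0469, adjusted p = 0.143 by Benjamini-Hochberg) and rho 0.700 (permutation p = 0.111). Junb with Lactobacillus had 0.687 (permutation p = 0.0573, adjusted p = 0.143 by Benjamini-Hochberg) and rho 0.800. Per3 of the hypothalamus with Lactobacillus had 0.599 (permutation p = 0.200, adjusted p = 0.333) and -0.208 without GH mice 1 and 4. Per1 of the amygdala with Anaerostipes had -0.456 (permutation p = 0.349, adjusted p = 0.458) and -0.151 without SH mice 1 and 4. In the authors' deposited table, r over the 8 mice was 0.930 for Junb, -0.921 for Per1, 0.938 for Per3, 0.956 for Fabp7 and 0.920 for Cpt1a.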

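The genes of Lactobacillus or Anaerostipes, at 19 of 20 in the amygdala, 23 of 35 in the hypothalamus and 138 of 151 in the liver, set most of the number of correlated genes in each tissue, and correlated genes made up 15.0% of the 1004 genes of the liver. Reassigning mice within SH and GH groups, which keeps the group difference of Lactobacillus and Anaerostipes and breaks the link between the values of a single mouse, gave numbers of the same size. Over the random reassignments, without the real assignment, the median was 26 genes in the amygdala (range 15 to 38). It was 29 in the hypothalamus (range 14 to 43) and 160 in the liver (range 73 to 246). As many genes as in the real assignment passed in 84 of 100 assignments in the amygdala, 24 of 100 in the hypothalamus and 57 of 100 in the liver.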

The total numbers of bacteria-correlated genes were almost proportional to the DEGs in all tissues, 20 genes/182 genes in the amygdala, 35 genes/283 genes in the hypothalamus, and 151 genes/1,004 genes in the liver (Table 4). Some of them, such as kynureninase (KYUN) and cordon-bleu protein-like 1 (COBLL1), were inversely correlated to the abundances of *Lactobacillus* and *Anaerostipes*, respectively.

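Kynu, which encodes kynureninase, was higher in every SH liver than in every GH liver, and Cobll1, an actin-binding protein gene, was lower in every SH liver. Cobll1 had 88.9 ± 2.89 CPM in SH and 116 ± 4.93 CPM in GH mice (SD, n = 4 each), a log2 fold change of -0.38 (standard error 0.06, adjusted p = 0.0153 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Within housing, Kynu with Lactobacillus had r = -0.237 (permutation p = 0.517, adjusted p = 0.575 by Benjamini-Hochberg over 10 relations) and rho -0.600 (permutation p = 0.212), and r was 0.0518 without GH mice 1 and 4. Cobll1 with Anaerostipes had r = -0.00598 within housing (permutation p = 0.993, adjusted p = 0.993) and rho 0.100. The authors' deposited table gives r over the 8 mice as -0.928 for Kynu and -0.923 for Cobll1.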

**FIGURE 4:**
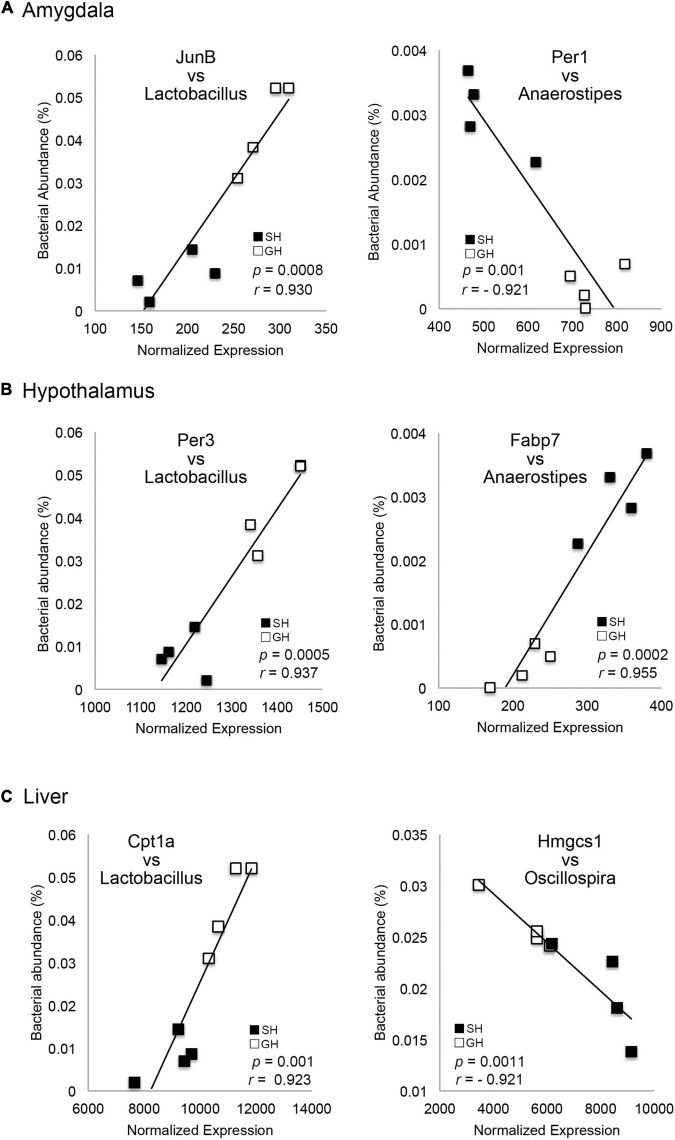
Correlation between the gene expression levels and the bacterial occupancy. The plot of each gene expression level in the amygdala **(A)**, hypothalamus **(B)**, or liver **(C)** against *Lactobacillus, Anaerostipes* or Oscillospira occupancy (*n* = 4 for each group). Genes were JunB Proto-Oncogene (JunB), Period 1 (Per1), Period 3 (Per3), Fatty acid-binding protein 7 (FABP7), Carnitine palmitoyltransferase 1A (CPT1A), and 3-Hydroxy-3-Methylglutaryl-CoA Synthase 1 (HMGCS1).

**TABLE 4:** Correlation between the expression levels of differentially expressed genes (DEGs) and the bacteria occupancy.

Tissue	Correlation	Direction	Other1	*Lactobacillus*	*Clostridiales* Unknown5	*Dorea*	*Lachnospiraceae* Unknown6	*Anaerostipes*	*Oscillospira*	Sum without redundancy
Amygdala	Positive	SH up	−	−	−	−	Fdft1	Cbwd1, Dcdc2a, Nrn1, Pdia3, Uqcrh	−	20 genes
		SH down	−	1700017B05Rik, Bhlhe41, Ccdc85b, Ier5l, Junb, Max	−	−	−	−	−	
	Negative	SH up	−	Mgea5, Nab1, Nrn1, St13	−	−	−	−	−	
		SH down	−	−	−	−	−	Faap100, Per1, Per3, Pkd1, Slc11a2	−	
Hypothalamus	Positive	SH up	−	−	−	−	−	Fabp7, Gm6793, Lhx9, Nr2f1, Nts, Rims1, Ruvbl2, Trnp1	−	35 genes
		SH down	−	Acox3, Angptl1, Hlf, Irx5, Nt5dc2, Per3, Slc2a4, Sspn, Stom, Wdr6	−	Bmp7, Cped1, Ddr2, Efemp1, Iigp1, Mxra8, Sfrp1, Slc16a12, Vasn	−	−	−	
	Negative	SH up	Mrrf	Cplx1, Epb4.1l1	−	−	−	−	Chd3, Map1a	
		SH down	−	−	−	−	−	Ptpn21, Rara, Sptlc2	−	
Liver	Positive	SH up	−	−	Cyp4a12a, Dhx58, Nat10, Prdx1	−	−	Abhd5, Atp6v0a1, AU022252, Caprin1, Cdcp1, Cgn, Clpx, Ddi2, Entpd8, Fbxo6, Fpgs, Gtpbp3, Insig2, Krt8, Kynu, Leprotl1, Mir8093, Nelfa, Pi4k2a, Pnkd, Pxmp4, Rbm45, Sphk2, St5, Tars, Traf3ip2, Ugt2b37	−	151 genes
		SH down	Mia2	Acot4, Aifm2, Ankrd12, Arhgap21, BC005537, Bhlhe40, Bnip3, Ccny, Chp1, Cobll1, Cpeb1, Cpt1a, Cyp2a5, Cyp2e1, D17Wsu92e, Dbp, Eci2, Eif4b, Ergic2, Fads2, Fam120b, Fam76a, Gm15787, Gm19619, Gpd1l, Hook2, Ipo5, Jph1, Kctd2, Klf13, Lonrf1, Mia3, Naa50, Nampt, Narf, Npm1, Nptn, Nr1h4, Osbpl1a, Pcgf5, Pcyt1a, Pde8a, Per3, Phf7, Pik3r1, Rap2a, Rapgef1, Rassf7, Rragc, Slc5a6, Slmap, Sox12, Ssfa2, Swap70, Tbc1d16, Timm9, Ttc7, Ttll5, Ubac1, Usp2, Uvrag, Vps13a, Vps26a, Wdr43, Wnk4, Zbtb7a, Zc3h8, Zfp91Cntf	−	−	−	−	1810055G02Rik, Pptc7	
	Negative	SH up	Tmem263	Abcb11, Alox8, Ank2, Apoc4apoc2, Avpr1a, Caprin1, Cdcp1, Cgn, Dhcr7, Dusp19, Faf2, Fam114a1, Fermt2, Gldc, Hsbp1l1, Htt, Kynu, Myh10, Net1, Pde9a, Ppib, Psen2, Psmb9, Rexo2, Rfwd3, Rnf141, Serpinf2, Sorbs2, Stard13, Stra6l, Tjp2, Traf3ip2, Tubb4b, Ubqln1, Zc3hav1	−	−	−	−	Arhgef3, Hmgcs1, Prc1, Sesn3	
		SH down	−	−	Phf14	−	−	2700081O15Rik, Acap2, AI464131, Ankrd12, Atxn7, Bud13, Cobll1, Dcun1d1, Dlgap4, Gm19619, Gtf2ird2, Hnrnpd, Lcorl, Narf, Nup50, S1pr5, Zfp385b	−	

*Genes in red and blue colors showed correlation to both Lactobacillus and Anaerostipes but in opposite way (SH up or down).*

We also examined the roles of DEGs in a specific metabolic pathway that might be located at the interface between the host endocrine system and gut microbiome. Interestingly, 4 enzyme genes were seemed to be enriched in the nicotinamide adenine dinucleotide (NAD) metabolizing pathway (Figure 5). 

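Genes of NAD metabolism moved in both directions in SH livers. Of 16 genes, 3 were higher and 1 was lower at an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 4 were higher and 3 lower when adjusted over the list alone, and the list as a group had an adjusted p of 0.793 from camera, with a median log2 fold change of -0.02 and a mean of 0.003. Besides Kynu, the purine nucleoside phosphorylase gene Pnp rose by 0.83 on the log2 scale (standard error 0.14, adjusted p = 0.0245 from edgeR), although SH mouse 3 stood above the other SH mice, and Acmsd, which diverts the de novo pathway from NAD, rose by 0.64 (standard error 0.13, adjusted p = 0.0449 from edgeR). Afmid, an enzyme of the de novo pathway, had 139 ± 15.7 CPM in SH and 171 ± 4.99 CPM in GH mice (SD, n = 4 each; log2 fold change -0.29, standard error 0.08, adjusted p = 0.116 from edgeR). Kmo, kynurenine 3-monooxygenase, had 471 ± 52.4 and 391 ± 23.8 CPM (SD, n = 4 each; log2 fold change 0.27, standard error 0.09, adjusted p = 0.163 from edgeR). Nmrk1, a nicotinamide riboside kinase, had a log2 fold change of -1.03 (standard error 0.22, adjusted p = 0.0552 from edgeR). Ido2, Tdo2, Haao, Qprt, Nmnat1, Naprt and Nnmt had log2 fold changes of -0.07, -0.18, -0.07, 0.04, -0.02, 0.19 and 0.58, none past the test.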

Arylformamidase (AFMID), kynurenine 3-monooxygenase (KMO), and KYNU were located at *de novo* NAD synthesis pathway. Nicotinamide phosphoribosyltransferase (NAMPT) was located at the salvage pathway. Especially, the expression levels of KYNU and NAMPT genes were significantly correlated with two bacteria genera, *Lactobacillus* and *Anaerostipes* (Table 4).

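Kynu with Anaerostipes had an r of 0.501 within housing (permutation p = 0.366, adjusted p = 0.458 by Benjamini-Hochberg over 10 relations) and rho of 0.000, and r was -0.282 without SH mice 1 and 4. Nampt with Lactobacillus had an r of 0.805 within housing (permutation p = 0.109, adjusted p = 0.219) and rho of -0.100 (permutation p = 0.885), and r was 0.203 without GH mice 1 and 4. SH and GH mice did not overlap in Kynu, Nampt, Lactobacillus or Anaerostipes. The authors' deposited table gives r over the 8 mice as 0.965 for Kynu with Anaerostipes and 0.961 for Nampt with Lactobacillus.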

**FIGURE 5:**
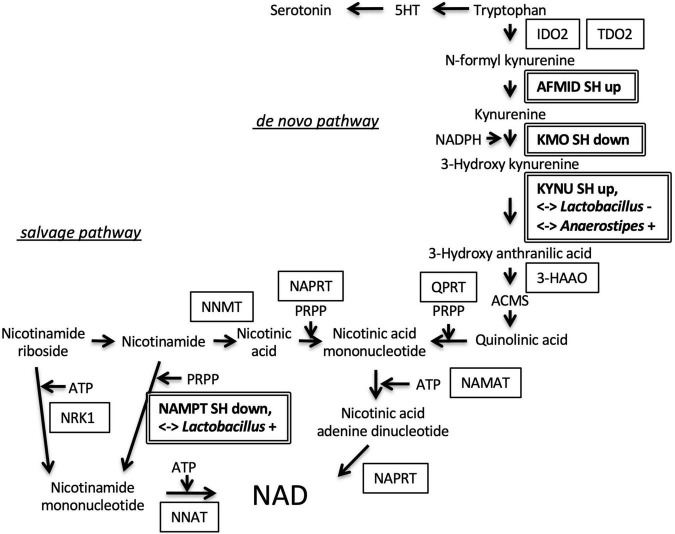
Regulation of genes involved in nicotinamide adenine dinucleotide (NAD) synthesis. Arylformamidase (AFMID) gene upregulated in SH condition and kynurenine 3-monooxygenase (KMO) gene downregulated in SH condition were located at the second, and third step of *de novo* nicotinamide NAD synthesis from tryptophan, respectively. The fourth enzyme, kynureninase (KYNU) gene was upregulated in SH condition and correlated with the occupancies of two bacteria genera (*Lactobacillus* and *Anaerostipes*). Nicotinamide phosphoribosyltransferase (NAMPT) gene was downregulated in SH condition and positively correlated with *Lactobacillus* occupancy. SH up, upregulated in SH condition; SH down, downregulated in SH condition; < – > *Lactobacillus* + or –, positively or negatively correlated with *Lactobacillus*; < – > *Anaerostipes* +, positively correlated with *Anaerostipes*; indoleamine 2, 3-dioxygenase 2, IDO2; tryptophan 2, 3-dioxygenase, TDO2; 3-hydroxyanthranilic acid 3, 4-dioxygenase, 3-HAAO; 2-amino-3-carboxymuconate-6-semialdehyde, ACMS; quinolinate phosphoribosyltransferase, QPRT; nicotinic acid mononucleotide adenylyl transferase, NAMAT; nicotinate phosphoribosyltransferase, NAPRT; nicotinamide N-methyltransferase, NNMT; nicotinamide riboside kinase 1, NRK1; nicotinamide nucleotide adenylyltransferase 1, NNAT; 5-phospho-D-ribose 1-diphosphate, PRPP.

### Suppression of Cyclic Adenine Monophosphate Signaling in the Amygdala by the Single Housing Condition

Given that cAMP signaling was expected to be suppressed in the amygdala of SH mice, we used immunohistochemistry to detect this signal at the cellular level. Since the medial amygdala plays a pivotal role in social recognition, we examined the phosphorylation status of CREB in this ROI (Figure 6A). Two antibodies; anti-CREB antibody that recognizes both phospho- and non-phospho forms and anti-pCREB antibody that recognizes phosphorylated form alone, were used. We compared the fraction of immunoreactive nuclei number per DAPI-stained nuclei number in ROI (Figure 6B). As a result, significant differences in the fraction of pCREB-positive nuclei were observed between the SH and GH groups but not in the fraction of CREB-positive nuclei (Figure 6C).

**FIGURE 6:**
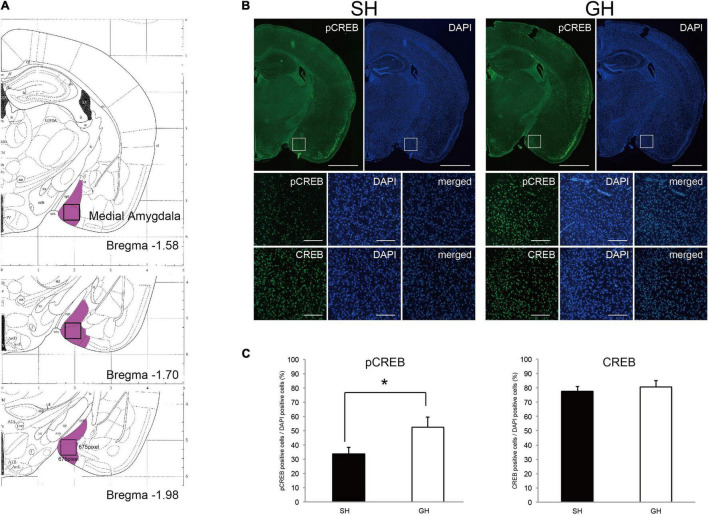
Immunohistochemical detection of cyclicAMP signaling in the medial amygdala of single housing (SH) and group housing (GH) mice. **(A)** Region of interest (ROI, open box) in the medial amygdala (violet area, ref. Paxinos and Franklin’s the Mouse Brain in Stereotaxic Coordinates). **(B)** Immunostaining of the coronal sections using anti-phospho cyclic AMP-responsive element-binding protein (pCREB) or anti-CREB antibody. Scales: 500 micrometers for the first-row panels and 50 micrometers for the second and the third row panels. **(C)** Quantification of anti-pCREB and anti-CREB positive nuclei (mean ± SEM, 4 sections for each mouse, *n* = 3 or 4). *Significant differences were detected by unpaired *t*-test (*p* < 0.05).

## Discussion

In this study, we found that the short-term social isolation of animals induced weak depression-like behavior accompanied by the suppression of the cAMP signaling in the amygdala. In addition, some of the DEGs in the amygdala, hypothalamus, and liver showed a significant correlation to the abundance of the two gut bacterial genera, *Lactobacillus* and *Anaerostipes*. The results suggested that the environmental factor of SH conditions along with the coordinated change in the gut bacteria composition affected the behavior and metabolism of animals (Figure 7).

**FIGURE 7:**
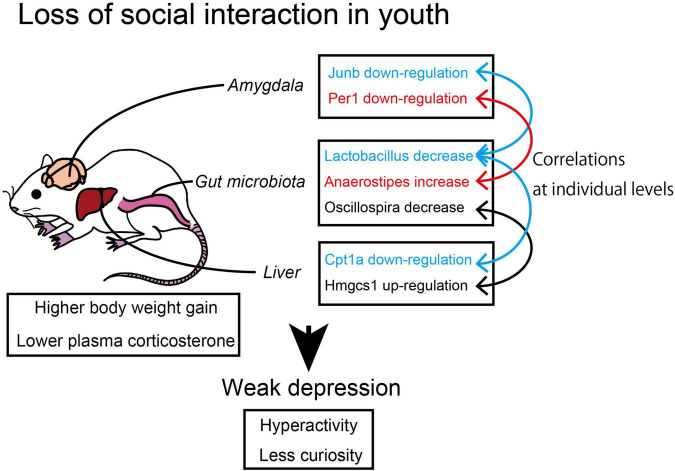
The correlation between microbiome and transcriptome in socially isolated mice. The young mice raised under single housing (SH) condition showed suppressed cyclic adenine monophosphate (cAMP) signaling in the amygdala and suppressed lipolysis in the liver with the coordination of gut bacteria genera.

It has been reported that the mature mice raised in SH conditions over the long term (4–6 weeks) show depression-like behavior (Skelly et al., 2015; Ieraci et al., 2016). Our housing period (2 weeks) was shorter than these conditions, but our SH mice still showed weak depression-like behavior and lower plasma corticosterone levels. These results suggest a strong correlation between the depressive phenotypes and the lower basal corticosterone levels, which, in turn, can affect body metabolism. In our case, SH mice showed higher body weight and higher assimilation ratio than GH mice (Figures 1C,D). This could be caused by a reduction in the basal metabolic rate as observed with the rats exposed to prenatal stress (Iturra-Mena et al., 2018). Considering that the moving area per one mouse was wider in SH conditions (198 cm/1 mouse) than in GH conditions (413 cm/5 mice = 82.6 cm/1 mouse), a higher assimilation ratio of SH cannot be simply attributable to the moving activities of mice. Because corticosterone serves as a catabolic hormone in normal conditions, lower level of corticosterone observed in SH mice may account for a higher assimilation quotient (lower catabolism) of SH mice (Macfarlane et al., 2008).

It is possible that these behavioral and metabolic phenotypes arise from some change in information processing in the brain of SH mice. Amygdala may be the most responsible region for social behavior because it is a center for evaluation and emotion responses (Ferretti et al., 2019; Harada et al., 2019; Reisinger et al., 2019). 

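The mRNA of CREB family genes in the amygdala did not pass the test between SH and GH mice. These levels do not measure the phosphorylation of CREB, which the paper examined by immunohistochemistry in the medial amygdala. Creb1, the transcription factor that protein kinase A phosphorylates, had 133 ± 3.98 CPM in SH and 126 ± 4.82 CPM in GH mice (SD, n = 4 each; log2 fold change 0.07, standard error 0.05, adjusted p = 0.865 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Crem, a cAMP-responsive modulator, had a log2 fold change of 0.08 (standard error 0.10, adjusted p = 0.941 from edgeR). Of 29 genes of cAMP signaling (cyclases, phosphodiesterases and kinase subunits), 12 had a log2 fold change above 0 and 17 below, with a median of -0.02, and none had an adjusted p under 0.05 from edgeR over all genes or when adjusted over the list alone, with 3 at an unadjusted p under 0.05 (adjusted p = 0.696 from camera for the list). Pde10a and Pde1b, phosphodiesterases of striatal neurons, had log2 fold changes of -0.20 (standard error 0.06, adjusted p = 0.722 from edgeR) and -0.15 (standard error 0.06, adjusted p = 0.769 from edgeR). Striatal neuron markers, tested as the 8 genes of another list, all had log2 fold changes below 0 (median -0.21, adjusted p = 0.0410 from camera, adjusted p = 0.742 with an estimated correlation).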

Based on the results of the transcriptome analysis, we predicted the suppression of the cAMP signaling in the amygdala of SH mice, which was confirmed by the lower level of CREB phosphorylation observed in the medial amygdala (Figures 6B,C). There are emerging pieces of evidence that activation of the cAMP signaling in the amygdala facilitates the consolidation of social memory (Viosca et al., 2009; Tronson et al., 2012; Cowansage et al., 2013; Ranjan et al., 2015; Hamidkhaniha et al., 2019). Accordingly, the impaired memory and social interaction observed in SH mice could be attributable to the repression of the cAMP signaling in the amygdala. As to the other part of the brain, it is notable that the term HTT was identified as an activated regulator in the hypothalamus (Table 2). Because the transgenic mice that express mutated HTT protein have been shown to exhibit depression, such as behavior, it is possible that HTT-related signaling may be responsible for the progression of depression symptom (Hult Lundh et al., 2013). It is not clear how these brain signals are involved in the HPA axis that governs the corticosterone production. However, we detected suppression of mineral corticoid receptor (NR3C2) signal in the amygdala. 

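Nr3c2, which encodes the mineralocorticoid receptor, had 66.8 ± 3.51 CPM in the amygdala of SH mice and 75.8 ± 1.76 CPM in that of GH mice (SD, n = 4 each), a log2 fold change of -0.18 (standard error 0.06, adjusted p = 0.722 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Nr3c1, the glucocorticoid receptor gene, had 147 ± 6.63 and 142 ± 6.12 CPM (SD, n = 4 each; adjusted p = 0.927 from edgeR). Of 15 genes that glucocorticoids induce, 11 had a log2 fold change below 0 and 4 above (median -0.11, adjusted p = 0.0312 from camera, adjusted p = 0.742 with an estimated correlation). The member with an adjusted p under 0.05, and also when adjusted over the list alone, was Per1, which is a clock gene as well. Dusp1, a phosphatase on the list, had 4.02 ± 0.847 CPM in SH and 5.67 ± 1.44 CPM in GH mice (SD, n = 4 each; adjusted p = 0.772 from edgeR). Fkbp4, a chaperone of steroid receptors that the paper lists under NR3C2, had 66.6 ± 6.71 and 57.2 ± 3.03 CPM (SD, n = 4 each; adjusted p = 0.739 from edgeR), and Fcrls, a microglial gene on that list, had a log2 fold change of 0.39 (standard error 0.11, adjusted p = 0.658 from edgeR), with SH mouse 3 apart from the other SH mice.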

NR3C2, along with glucocorticoid receptor (NR3C1), constitutes a feedback loop in the HPA axis (Keller et al., 2017). Further study is needed to elucidate the connection among cAMP, NR3C2, and HTT signals in the brain.

The regulation of lipid metabolism in the liver of SH mice can be characterized by several enzyme genes, such as Hmgcr (SH down), Cpt1A (SH down), Dhcr7 (SH up), Hmgcs1 (SH up), and Cyp7B1 (SH up). Among these, Hmgcr, Dhcr7, and Hmgcs1 positively contribute to steroidogenesis and the others contribute negatively. These regulations were not uniformly directed to corticosterone production in SH condition as indicated by their regulation opposing to each other. In addition, we did not detect a significant change in TG or cholesterol content in the liver of SH mice. Accordingly, we conclude that these gene regulations may not be drastic enough to affect the corticosterone levels at the level of raw material supply. Nevertheless, SH mice showed a significant higher body weight than GH mice. 

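In SH livers, single genes of cholesterol, bile acid and fatty acid synthesis passed the test. Hmgcs1 had 348 ± 68.7 CPM in SH and 233 ± 55.7 CPM in GH mice (SD, n = 4 each; log2 fold change 0.58, standard error 0.20, adjusted p = 0.178 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and Dhcr7, the last enzyme of cholesterol synthesis, had a log2 fold change of 0.27 (standard error 0.09, adjusted p = 0.153 from edgeR). Of 24 genes of cholesterol synthesis and uptake, 2 were lower and 0 higher at an adjusted p under 0.05, 3 were higher and 5 lower when adjusted over the list alone, and the list had an adjusted p of 0.890 from camera, with a median log2 fold change of 0.02 and a mean of -0.05. Stard4, a cholesterol carrier, fell by 0.69 (standard error 0.12, adjusted p = 0.0243 from edgeR). Cyp7a1, the rate-limiting enzyme of bile acid synthesis, lies on chromosome 4 of GRCm38 from 6265612 to 6275632 and had 124 ± 44.8 CPM in SH and 444 ± 115 CPM in GH mice (SD, n = 4 each; log2 fold change -1.84, standard error 0.28, adjusted p = 0.0149 from edgeR). Cyp7b1, of the alternative pathway of bile acids, rose by 0.67 (standard error 0.14, adjusted p = 0.0486 from edgeR), and Nr1h4, which encodes the bile acid receptor FXR, fell by 0.46 (standard error 0.07, adjusted p = 0.0214 from edgeR). Of 19 bile acid genes, 1 was higher and 2 lower over all genes and 2 higher and 5 lower when adjusted over the list alone (adjusted p = 0.149 from camera). Of 21 genes of fatty acid synthesis, 16 had a log2 fold change below 0 and 5 above, with a median of -0.28 and an adjusted p of 0.00122 from camera (adjusted p = 0.727 with an estimated correlation), 1 was lower over all genes, and 2 were higher and 7 lower when adjusted over the list alone. Fads2, a fatty acid desaturase, fell by 0.43 (standard error 0.07, adjusted p = 0.0225 from edgeR), while the lipogenic regulators Thrsp and Srebf1 had log2 fold changes of -1.84 (standard error 0.43, adjusted p = 0.0660 from edgeR) and -0.996 (standard error 0.23, adjusted p = 0.0690 from edgeR). From the directions of enzyme genes of this metabolism, the paper states that the regulation was not uniformly directed to corticosterone production.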

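Cpt1a, which encodes the enzyme that admits long-chain fatty acids to mitochondria, lies on chromosome 19 of GRCm38 from 3322326 to 3385735 and had 394 ± 39.4 CPM in SH livers and 481 ± 29.5 CPM in GH livers (SD, n = 4 each). Its log2 fold change was -0.29 (standard error 0.09, adjusted p = 0.131 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of 24 genes of fatty acid oxidation, 16 had a log2 fold change below 0 and 8 above, and 1 was lower at an adjusted p under 0.05, over all genes and when adjusted over the list alone (adjusted p = 0.181 from camera for the list). That gene was Eci2, an isomerase of unsaturated fatty acids, with 87.7 ± 4.55 CPM in SH and 116 ± 11.4 CPM in GH mice (SD, n = 4 each; adjusted p = 0.0423 from edgeR). Acadm, a dehydrogenase of medium-chain fatty acids, had a log2 fold change of -0.20 (standard error 0.06, adjusted p = 0.159 from edgeR). Pdk4, a kinase that restrains glucose oxidation in fasting, rose by 1.65 on the log2 scale (standard error 0.32, adjusted p = 0.0418 from edgeR).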

Part of the reason for this phenotype can be the decreased expression of Cpt1A, which may lead to the lower lipid catabolism in SH mice (Do et al., 2011; Nyman et al., 2011).

There are several potential environmental factors that might have induced changes in the brain and the liver homeostasis observed in this study. We speculate that the environmental factors for young animals can be classified into two types; biophysical or chemical stimuli received by the sensory system and microbiological interactions. It is understood that the SH mice received less sensory stimuli from the other individuals than the GH mice. Human studies have shown that social isolation causes a change in the activity of the amygdala (Bolling et al., 2011; Bickart et al., 2012; Von Der Heide et al., 2014; Tian et al., 2015). Another possibility could be the microbiological influences, which are exerted by the SH condition, which inhibits inter-animal exchange of gut microbiota through feces; this may eventually inhibit the diversity of microbiota in individual animals. However, our results did not support this possibility since we observed a significant difference in the alpha diversity within the individuals (Shannon index) but not in the beta diversity (the dispersion from the centroid of each group, Figures 3C,D). Lundberg et al. (2017) studied inter-individual interaction in mice with special reference to the gut microbiota. They maintained the mice for 7 weeks in individually ventilated cages where they were prevented from having microbiological and sensory interactions. They found a difference in the alpha diversity between the SH and GH groups (Richness and Shannon indices) but not in the beta diversity among the groups. These results indicate that the reduction in inter-individual bacterial exchange does not influence the inter-individual bacterial diversity. More importantly, we observed an overall segregation of microbiome between the SH and GH conditions as indicated by the PCoA and by the differences in the abundance of two bacterial genera, *Lactobacillus* and *Anaerostipes* (Figure 3D). Taken together, it is possible that the decrease in social sensory stimuli could be the primary environmental factor in the SH condition.

It is notable that the multiple DEGs in the amygdala, hypothalamus, and the liver exhibited a significant correlation to the abundance of multiple bacterial genera, such as *Lactobacillus* and *Anaerostipes* (Tables 1–4 and Figure 4). The percentage of these bacteria-correlated DEGs was about 15%, suggesting the possibility that the coordination of gene expression by the bacteria was limited and the majority of the genes was more directly regulated by the environmental condition. Conversely, four of the bacteria (Other 1, Unknown 5, Dorea, and Unknown 6) did not show any significant difference in their occupancies between the experimental groups (Supplementary Table 1). This may have arisen from their difference in the sensitivity to the individual fluctuation of homeostasis. 

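Dorea, a genus of Lachnospiraceae, had 0.142% ± 0.0741 of cecal reads in SH mice and 0.293% ± 0.205 in GH mice (SD, n = 4 each; two-sided exact permutation test, p = 0.257). GH mouse 4 had 0.579% and the other 3 GH mice had 0.0948% to 0.274%. The unnamed genus of Lachnospiraceae had 12.3% ± 2.38 in SH and 9.83% ± 1.59 in GH mice (SD, n = 4 each; exact permutation p = 0.200). Unassigned reads made up 0.150% ± 0.0868 in SH and 0.266% ± 0.0776 in GH mice (SD, n = 4 each; exact permutation p = 0.0857), with GH mouse 2 apart from the other GH mice.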

The bacteria-correlated DEGs included JunB in the amygdala, Period genes (Per1, 3) in the three tissues, and Cpt1A in the liver. 

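The list of circadian clock genes was called by camera between SH and GH mice in the amygdala, the hypothalamus and the liver, and in the liver also with an estimated correlation. In the liver, 3 of 19 clock genes were higher and 9 were lower in SH mice at an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 3 were higher and 13 lower when adjusted over the list alone. The median log2 fold change was -0.75, and the list had an adjusted p of 1.60e-07 from camera (adjusted p = 0.0375 with an estimated correlation). Per3, a Period gene, had 18.8 ± 4.07 CPM in SH and 74.7 ± 13.8 CPM in GH livers (SD, n = 4 each; log2 fold change -1.98, standard error 0.17, adjusted p = 0.00197 from edgeR). Per2 fell by 1.71 on the log2 scale (standard error 0.27, adjusted p = 0.0174 from edgeR), the clock repressor Ciart fell by 3.64 (standard error 0.47, adjusted p = 0.00941 from edgeR), and Bhlhe40 fell by 1.15 (standard error 0.15, adjusted p = 0.00963 from edgeR). Per1 had 7.96 ± 7.65 CPM in SH and 27.03 ± 9.28 CPM in GH livers (SD, n = 4 each; adjusted p = 0.128 from edgeR), where SH mouse 3 had 19.4 CPM and the other SH mice 3.41 to 4.75 CPM. Of the 4 tested clock genes known to run in antiphase to Per and Dbp (the activators Arntl and Clock and the repressors Nfil3 and Cry1), all but Cry1 were higher at an adjusted p under 0.05 (median log2 fold change 1.07, adjusted p = 9.00e-04 from camera, adjusted p = 0.476 with an estimated correlation). Clock rose by 0.76 (standard error 0.13, adjusted p = 0.0241 from edgeR), and Nfil3, which represses Dbp targets, rose by 1.39 (standard error 0.26, adjusted p = 0.0329 from edgeR). Cry1 was lower in SH livers and not past the test, and Arntl is on the clock list as well.

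**Figure D1:**
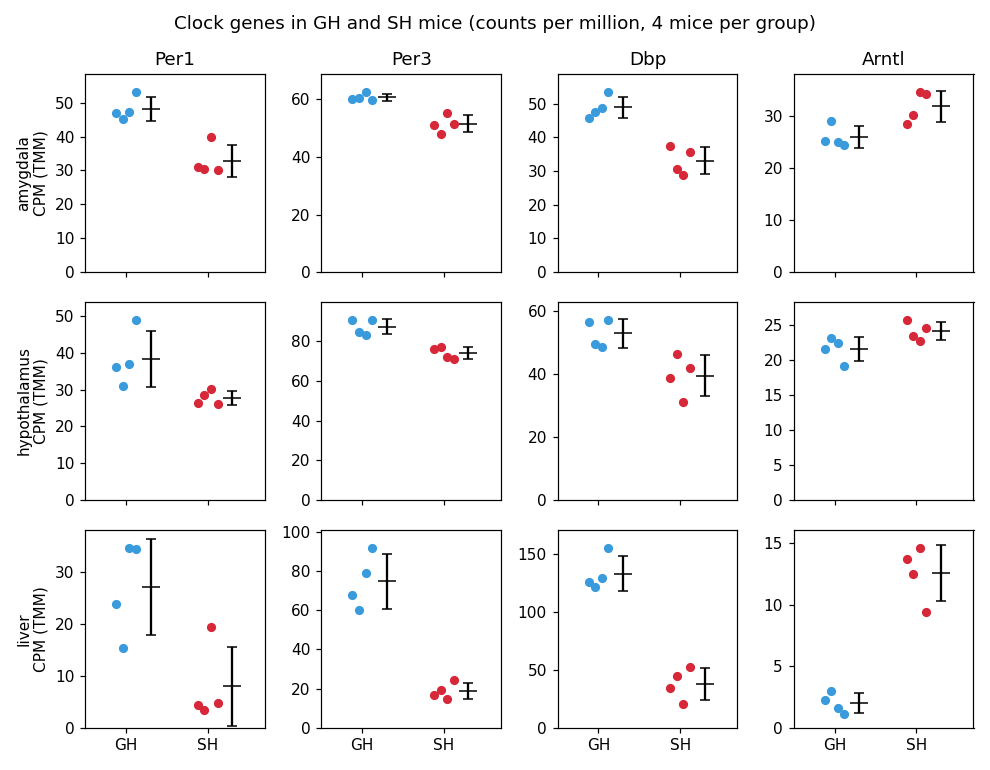
Levels in CPM (normalized by TMM) of Per1, Per3, Dbp and Arntl in the amygdala, the hypothalamus and the liver of GH (blue) and SH (red) mice, 1 point per mouse and the mean with its SD in black (n = 4 each). In the liver, Dbp was 37.9 ± 13.6 CPM in SH mice and Arntl was higher in every SH mouse than in every GH mouse.

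In the amygdala, 16 of 19 clock genes had a log2 fold change below 0 and 2 were lower at an adjusted p under 0.05, with 1 higher and 8 lower when adjusted over the list alone (median -0.14, adjusted p = 3.89e-07 from camera, adjusted p = 0.122 with an estimated correlation). Ciart of the amygdala had 4.83 ± 0.456 CPM in SH and 7.73 ± 1.11 CPM in GH mice (SD, n = 4 each; adjusted p = 0.169 from edgeR), and Per3 had 51.4 ± 2.95 and 60.7 ± 1.23 CPM (SD, n = 4 each; adjusted p = 0.384 from edgeR). In the hypothalamus, 17 of 20 clock genes had a log2 fold change below 0 (median -0.19), none passed over all genes with edgeR and 10 had an unadjusted p under 0.05, and 1 was higher and 8 were lower when adjusted over the list alone (adjusted p = 3.92e-06 from camera, adjusted p = 0.2085 with an estimated correlation). Hlf, a clock output factor, had 105.7 ± 4.102 CPM in SH and 122 ± 4.24 CPM in GH hypothalamus (SD, n = 4 each; adjusted p = 0.449 from edgeR). From the share of DEGs that were correlated with bacteria, the paper proposes that coordination by bacteria was limited and that most genes were regulated more directly by the environment.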

There are increasing reports about the metabolic influence of short-chain fatty acids produced by the bacterial species (e.g., acetate by *Lactobacillus* and butyrate by *Anaerostipes*) on their hosts. Whether these products are directly linked to the metabolism of the host is yet to be confirmed but our results suggested that a significant number of host genes could be affected by bacteria (Supplementary Table 1). It is possible that some bacteria play essential roles in coordinating brain and tissue homeostasis in response to the social input. For example, Xie et al. (2019) reported an ameliorating effect of *Lactobacillus reuteri* on depressive behavior and its correlation to serotonin, whose precursor, tryptophan can be metabolized by Kynu and Nampt into NAD. More importantly, Scarborough et al. (2021) investigated the role of serotonin in the social isolation model using serotonin reuptake inhibitor, fluoxetine (FLX). They found that FLX treatment was effective to prevent anxiety-related behaviors both in the isolated generation (dams) and in their offspring. These results suggested that NAD precursors may be located at the interface between the host and microbiome during the progression of depression. 

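Kynu, on chromosome 2 of GRCm38 from 43555258 to 43683048, had 230 ± 7.77 CPM in SH livers and 168 ± 4.35 CPM in GH livers (SD, n = 4 each). It rose by 0.45 on the log2 scale (standard error 0.06, adjusted p = 0.00804 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with GH mouse 3 apart from the other GH mice. Nampt, the rate-limiting enzyme of NAD salvage and itself driven by the clock, lies on chromosome 12 from 32820335 to 32853369 and had 54.9 ± 3.98 CPM in SH and 116 ± 25.8 CPM in GH livers (SD, n = 4 each). It fell by 1.08 (standard error 0.15, adjusted p = 0.00997 from edgeR). For both genes the 4 SH values lay apart from the 4 GH values.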

In this study, we found that KYUN was upregulated in the liver of SH mice and showed a correlation to the occupancies of *Lactobacillus* (negative) and *Anaerostipes* (positive) while NAMPT was downregulated and positively correlated to *Lactobacillus* (Table 4). The upregulation of KYNU may facilitate *de novo* NAD synthesis from tryptophan while the downregulation of Nampt may suppress a salvage circuit from nicotinamide mononucleotide (Figure 5). Rudzki et al. (2019) reported that supplementation of *Lactobacillus* to the patients with depression decreases kynurenine concentration and improves cognitive functions. It is important to examine whether these NAD-related substances are responsible for the weak depression phenotype or not, with the help of prebiotics, such as guar gum (Shats et al., 2020; Chen et al., 2021). Our results may shed light on the metabolic regulation by the bacterial coordination during the progression and the healing process of weak depression. The SH responsive genes identified in the three tissues and SH responsive gut bacteria will be useful in identifying and developing food-based therapeutics for depression.

## Data Availability Statement

The data presented in the study are deposited in the Gene Expression Omnibus repository, accession number GSE198597.

## Ethics Statement

The animal study was reviewed and approved by animal committee of the Innovation Center of NanoMedicine (Kawasaki, Kanagawa, Japan).

## Author Contributions

KS, MN, AK, FS, KK, RI, AY, TK, and KA designed and planned the experiments. KS, MN, and AY performed the experiments. KS, MN, RI, AY, and TK analyzed the data, created the figures, and wrote the manuscript. All authors reviewed and approved the final manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

## Footnotes

1
https://www.ncbi.nlm.nih.gov/assembly/GCF_000001635.20/

2
https://sourceforge.net/projects/subread/files/subread-2.0.0/

3
https://bioconductor.org/packages/release/bioc/html/DESeq2.html

4
https://www.rdocumentation.org/packages/stats/versions/3.6.2/topics/hclust

5
www.qiagen.com/ingenuity

6
https://gold.jgi.doe.gov

7
https://www.drive5.com/usearch/

8
http://www.skylight-biotech.com

## Supplementary Material

Supplementary Figure 1 Fundamental data of behavioral tests. **(A)** Definition of Social zone, Neutral zone, and their subdivided areas. **(B)** Stopping time in each subdivided area. A significant difference was detected only when the values were summed up within the Social or Neutral area (Figure 2A). **(C)** The objects used in the Novel object recognition test. **(D,E)** Size of Y-maze and open field.

## Abbreviations

cAMP: cyclic adenosine monophosphate
DEGs: differentially expressed genes
GH: group housing
NAD: nicotinamide adenine dinucleotide
PCoA: principal coordinate analysis
RPKM: the reads per kilobase of exon model per million mapped reads
SH: single housing.

# Supplementary material for: Mouse Model of Weak Depression Exhibiting Suppressed cAMP Signaling in the Amygdala, Lower Lipid Catabolism in Liver, and Correlated Gut Microbiota
**Source:** Front Behav Neurosci. 2022 May 19;16:841450. doi: 10.3389/fnbeh.2022.841450
**Supplement:** Supplementary file 2

| Order | Family | Genus | Average±SEM | | T test *p-*value |
| --- | --- | --- | --- | --- | --- |
|  |  |  | Group (n=15) | Single (n=15) |  |
| Other | Other | Other1 | 0.20±0.02 | 0.14±0.02 | 0.08 |
| *Coriobacteriales* | *Coriobacteriaceae* | Other2 | 0.10±0.02 | 0.08±0.02 | 0.58 |
|  |  | *Adlercreutzia* | 0.15±0.02 | 0.11±0.01 | 0.14 |
| *Bacteroidales* | S24-7 | Unknown1 | 27.2±0.99 | 30.0±1.19 | 0.08 |
|  | *Bacteroidaceae* | *Bacteroides* | 7.08±0.77 | 7.38±0.88 | 0.80 |
|  | *Porphyromonadaceae* | *Parabacteroides* | 0.10±0.02 | 0.25±0.05 | 0.02 |
|  | *Rikenellaceae* | Unknown2 | 1.69±0.14 | 1.32±0.35 | 0.34 |
| *Lactobacillales* | *Lactobacillaceae* | *Lactobacillus* | 6.81±0.72 | 3.30±0.79 | **2.78.E-03** |
|  | *Streptococcaceae* | *Streptococcus* | 0.04±0.01 | 0.03±0.01 | 0.46 |
| *Erysipelotrichales* | *Erysipelotrichales* | Unknown3 | 0.09±0.02 | 0.13±0.04 | 0.36 |
|  |  | *[Eubacterium]* | 0.01±4.79.E-03 | 0.02±0.01 | 0.27 |
|  |  | *Coprobacillus* | 0.01±4.47.E-03 | 0.04±0.02 | 0.10 |
| RF39 | Unknown | Unknown4 | 0.02±0.01 | 0.09±0.07 | 0.34 |
| *Bifidobacteriales* | *Bifidobacteriaceae* | *Bifidobacterium* | 0.02±0.01 | 0.01±0.01 | 0.83 |
| *Clostridiales* | Other | Other3 | 0.02±0.01 | 0.01±3.41.E-03 | 0.93 |
|  | Unknown | Unknown5 | 29.6±0.80 | 31.9±0.78 | 0.05 |
|  | *Peptococcaceae* | rc4-4 | 0.36±0.11 | 0.26±0.08 | 0.48 |
|  | *Lachnospiraceae* | Other4 | 0.28±0.05 | 0.21±0.05 | 0.35 |
|  |  | *Coprococcus* | 2.29±0.24 | 2.06±0.23 | 0.50 |
|  |  | *Dorea* | 0.25±0.04 | 0.19±0.04 | 0.30 |
|  |  | Unknown6 | 9.58±0.47 | 10.0±0.79 | 0.65 |
|  |  | *Anaerostipes* | 0.08±0.02 | 0.25±0.03 | **9.23.E-05** |
|  |  | *Blautia* | 0.03±0.02 | 0.08±0.07 | 0.50 |
|  |  | *[Ruminococcus]* | 1.75±0.23 | 2.53±0.26 | 0.03 |
|  | *Ruminococcaceae* | Unknown7 | 4.63±0.38 | 3.90±0.40 | 0.19 |
|  |  | *Oscillospira* | 2.49±0.11 | 1.87±0.11 | **4.38.E-04** |
|  |  | *Ruminococcus* | 2.48±0.25 | 2.63±0.24 | 0.67 |
|  |  | Other5 | 0.07±0.01 | 0.09±0.02 | 0.41 |

**Supplementary Table 1 Occupancies of bacteria in each experimental group**

Bacteria showed significant correlation to the gene expression levels were shown in shaded columns. p-values lower than 0.01 were shown in bold letters. 

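The table gives the mean share of cecal reads of each taxon in SH and GH groups of 15 mice with an SEM. Of the taxa in it, Oscillospira, a genus of Ruminococcaceae, had 2.00% ± 0.514 in the 4 SH mice and 2.59% ± 0.283 in the 4 GH mice analysed here (SD; two-sided exact permutation test, p = 0.114). Coprococcus, a genus of Lachnospiraceae, had 1.68% ± 0.483 and 2.40% ± 0.801 (SD, n = 4 each; exact permutation p = 0.171).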

Names in parenthesis were temporary assigned to bacteria in the reference data set.

How the deposited data were processed for this re-analysis (not part of the article)

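RNA of the amygdala, the hypothalamus and the liver and cecal 16S rRNA gene amplicons were measured in the same 4 SH and 4 GH mice, which makes 32 samples. The authors checked reads with FastQC, trimmed adapters, aligned reads to mm10 with TopHat and made read counts per gene with featureCounts; the deposited counts are whole numbers, not normalized, for genes that passed the authors' filter on RPKM. The deposited p-values and q-values are those of the authors' DESeq2 comparison of SH with GH mice within each tissue. The authors also deposited a signal per gene, the count divided by the DESeq2 size factor of the library. In the liver this holds for 3894 genes, while for the other 8192 the deposited signal equals the count multiplied by the size factor, within 0.1 percent; the liver values deposited with the bacterial shares were divided for all 12086 genes and were the ones used for correlations. The authors assigned amplicon reads with QIIME and deposited the fraction of reads of each taxon per mouse, with no read number, so the depth of the cecal data is unknown. The authors' deposited scores are Pearson correlation coefficients between genes and taxa over the 8 mice. Cecal shares that 2 further tables repeat and scaled counts beside the amygdala counts were not used, and 12 tables were left out because they hold extracts of the correlations, arranged by the authors, or plot values of single genes.

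From the counts, each tissue was fitted on its own with edgeR 4.0.16 in R 4.3.3 (TMM normalization, filterByExpr, glmQLFit and glmQLFTest), with housing as the only term, since SH and GH mice are different animals. The standard error of a log2 fold change is its size divided by the square root of the F statistic. P-values were adjusted by Benjamini-Hochberg over the genes tested in a tissue, and genes were also counted at an unadjusted p under 0.01, the threshold of the study. Levels are CPM normalized by TMM, with SDs over mice. The difference of the housing effect between tissues was tested in one edgeR fit over the 24 libraries with the mouse as a block, for 10898 of the 10914 genes in all 3 tables. Gene lists (41, of pathways, cell types and regional markers) were tested with camera of limma 3.58.1 where at least 3 members were tested, at a preset correlation of 0.01 on log2 CPM with a prior count of 1, and again with an estimated correlation and with fry. With an estimated correlation, the clock list of the liver was the one list that kept an adjusted p under 0.05. Fractions of taxa were compared as percentages by two-sided exact permutation tests, diversity by the Shannon index on the natural log, and distances by one-sided exact permutation tests. Relations between genes and taxa were computed within housing with 576 reassignments, and counts of correlated genes with 100 assignments (seed 11). Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 was used for these, and matplotlib 3.10.9 for the plot.

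Lists, tests, designs, alternatives and the rule for naming genes were fixed before the data were examined, with the paper's tables already read. The lists of acute-phase protein genes and of NF-kB and IL-6 response genes are exceptions. They were added later to describe SH mouse 3 and are not among the 41 lists. The rule names every gene that the paper names in its results, its discussion or Figures 4 and 5 for a tissue, in each tissue and direction the 6 genes with the smallest p among those with an adjusted p under 0.05 and no overlap between SH and GH mice, up to 4 members with the smallest p of each list described, and up to 4 of the genes that the paper lists under the regulators described. Some genes that the rule names are not reported here. Genes named outside the rule are given as chosen after their values were seen. The alternatives were DESeq2 1.42.0, limma-trend, DESeq2 size factors or upper quartile scaling in edgeR, no filter on low counts or at least 10 counts in every library, a robust fit, all 3 tissues in one fit, the replicate number as a block, and each mouse left out in turn; for the cecal data and the correlations they were other scales, coefficients, thresholds, genes and taxa. The count of Lypla1 in the hypothalamus of SH mouse 4 was 43351, where its normalized value corresponds to 495 and the other mice had 333 to 571; it was used as deposited. Prl, Tnf, Ifng and Parpbp were not among the genes tested. Of the gene symbols, 23 in the amygdala, 22 in the hypothalamus and 17 in the liver had been turned into dates by a spreadsheet and were tested under those names. Coordinates are those of the GRCm38 annotation, the build that mm10 names.

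The methods were tested on simulated counts with 200 changed genes per tissue. Of genes changed 1.5-fold, 77.6% were recovered in the amygdala (14404 genes) and in the hypothalamus (14741 genes) and 43.3% in the liver (11970 genes); of genes changed 2-fold, 92.5%, 92.5% and 89.6%; of genes changed 4-fold, all. Of unchanged genes, 16, 8 and 10 were called. The interaction test recovered 200 of 200 genes changed 4-fold in 1 tissue and called 23 unchanged ones of 10802. With no relation simulated, 5% of 200 gene to taxon relations had a permutation p under 0.05. Gene counts per library were 12233882 to 30008567, and the 10 most abundant genes took 6.0% to 6.9% of the counts in brain libraries and 13.7% to 15.6% in liver libraries.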

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

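Tests of depth and of daily phase for the clock genes, the tests of mouse SH3 other than the clock list without it, and the test of the liver directions were chosen only after the result was seen. Other splits of the 8 mice into 4 and 4 were counted as planned. The splits treat the 8 mice as independent, and which GH mice shared a cage is not given in the sources used here. An effect of a shared cage was therefore not told apart from one of housing. For genes with an adjusted p under 0.05 from edgeR, chance is unlikely in the liver (1 of 35 splits as large, 178 genes, highest other split 7). In the amygdala 1 of 35 splits was also as large, the fewest possible. That rests on 3 genes against 2 in the highest other split, so chance is not excluded there. The amygdala count was 0 without any 1 GH mouse or SH mouse 2 and 1 without SH mouse 3. It was 0 with all 3 tissues in one fit, all with edgeR. In the hypothalamus, with 0 genes, every split gives at least as many (35 of 35, highest other 19). The count therefore says nothing about chance there (1172 genes at an unadjusted p under 0.05, and 0 with limma and 21 with DESeq2). For genes with an unadjusted p under 0.01 chance is unlikely in the liver (1 of 35, 796 genes, highest other 440). It cannot be excluded in the amygdala (7 of 35, 182 genes, highest other 308) or the hypothalamus (6 of 35, 244 genes, highest other 404). For the number of lists called by camera it cannot be excluded in the amygdala (8 of 35; 6 lists, highest other 9), the hypothalamus (3 of 35; 10 lists, highest other 10) or the liver (17 of 35; 9 lists, highest other 12). For genes whose housing effect differs between tissues chance is unlikely (1 of 35, 252 genes, highest other 78).

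The clock list was lower in SH mice by camera in all 3 tissues, and a list of clock genes known to run in antiphase to Per and Dbp (Arntl, Clock, Nfil3 and Cry1 in the liver) was higher in the SH liver. With an estimated correlation the call was kept in the liver and lost in the amygdala (adjusted p = 0.122 with an estimated correlation), the hypothalamus (adjusted p = 0.2085 with an estimated correlation) and for the antiphase list (adjusted p = 0.476 with an estimated correlation), and in the hypothalamus no clock gene passed with edgeR (10 at an unadjusted p under 0.05). SH mouse 3 does not carry the difference, since the liver list had an adjusted p of 1.04e-06 from camera without it, and no difference in depth was found in the total counts of the tissues where the list was called (smallest exact permutation p = 0.371). In the liver, a shift of daily phase at dissection between the groups may account for it. The median log2 fold change of the antiphase list was 1.07 there, with Arntl, Clock and Nfil3 higher. Cry1 was lower, against the direction of the other members, and not past the test. Arntl belongs to both the clock list and the antiphase list, so they are not separate evidence. In the brain the antiphase list of 5 genes was not called. Its median was 0.0172 in the amygdala (adjusted p = 0.394 from camera) and 0.166 in the hypothalamus (adjusted p = 0.276 from camera). The time of dissection of each mouse is not given in the sources used here, so a phase shift caused by housing and one caused by the order of dissection stay open, and a direct effect of housing on clock genes was not tested.

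The liver of SH mouse 3 had the highest level of 18 of 19 acute-phase protein genes and of all 17 tested NF-kB and IL-6 response genes. Saa2 was 150-fold, Lcn2 215-fold and Cxcl1 70.6-fold above the mean of the other SH livers, and the median over 19 acute-phase protein genes was 1.98 on the log2 scale. Markers of blood and lymphocytes together had a median difference of -0.0102. The 7 blood markers had a median difference of -0.00086, which argues only weakly against blood in the piece of liver. The globin genes among them were low there, at 1.47 to 6.61 CPM, and had equal values in pairs. Alas2, the remaining marker, was at 241 CPM, against a mean of 263 CPM in the other SH livers. The 3 lymphocyte markers were near the floor in that liver, at 0.523 to 0.903 CPM, so they cannot decide about lymphocytes. Kupffer cell markers had a median difference of 0.300 and 4 of 10 were highest in that mouse, and other myeloid cells were not tested, so a part of such cells stays open. A fault of the liver library alone is also argued against, since 0.733 of the NF-kB and IL-6 response genes of the hypothalamus were highest in that mouse, where Icam1 was 9.24-fold and in the amygdala 4.29-fold above the other SH mice. An infection, an injury or another state of this animal stays open as a hypothesis, and its cage and health are not given in the sources used here.

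The numbers of liver genes higher and lower in SH mice printed in Figure 3A match the directions taken from counts multiplied by the size factors. Over the 1004 genes with the authors' p under 0.01, multiplied values gave 331 higher and 673 lower, and divided values gave 496 higher and 508 lower. In the amygdala (102 and 82) and the hypothalamus (156 and 127) both gave the same split. Directions read from multiplied values in the liver (673) would give the figure's numbers, although its legend gives the DESeq2 comparison as their basis. Which values set the directions is not settled here. All 224 tested liver genes that the paper lists under its regulators had the paper's direction with edgeR, so the question concerns the numbers of the figure and not those listed directions.

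A mouse far from the other 3 of its group was looked for in 319 groups of genes and taxa named in the text; the gap to the nearest mouse, as a share of the group's range, exceeded the 95% limit of Dixon for 4 values in 22 groups, where chance gives about 1 in 20, or 15.95. In SH mouse 3 these were Per1 (0.919) and Fcrls (0.838) of the amygdala and Per1 (0.916), Alas1 (0.888), Calr (0.888), Pnp (0.890), Ido2 (0.859) and Nnmt (0.915) of the liver. In GH mouse 4 they were Ttr (0.999), F5 (0.992) and Syt1 (0.872) of the hypothalamus, Mlxipl (0.915) of the liver, and the genera Oscillospira (0.875) and Bacteroides (0.896). Ttr, abundant in choroid plexus, was 3412 CPM there and 3.42 to 7.99 CPM in the other GH mice, and F5 was 153 CPM against 4.55 to 5.80 CPM. In SH mouse 4 they were Nrgn (0.892) and Syt1 (0.919) of the hypothalamus and the genus Adlercreutzia (0.915). In GH mouse 2 they were Pdia3 (0.884) of the amygdala, Pnp (0.844) and Srsf2 (0.841) of the liver and unassigned cecal reads (0.955), and in GH mouse 3 Kynu (0.949) of the liver.

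The SH against GH log2 fold change differed between the tissues for 36 of the 88 genes named in the text that were in all 3 tables, by the joint test in edgeR's quasi-likelihood fit with Benjamini-Hochberg adjustment over all genes. Among clock genes the adjusted p was 9.83e-05 for Dbp, 0.0497 for Per1, 5.01e-05 for Ciart, 2.67e-06 for Per3, 0.00126 for Per2, 0.00447 for Hlf, 4.24e-05 for Tef, 2.67e-06 for Arntl, 4.16e-04 for Clock, 4.96e-04 for Bhlhe40, 0.0206 for Nfil3 and 4.76e-08 for Usp2 (edgeR). Among genes of lipid, heme and NAD metabolism it was 0.0442 for Cyp7b1, 1.90e-04 for Stard4, 0.0157 for Pdk4, 0.00195 for Fads2, 0.0285 for Thrsp, 0.0463 for Srebf1, 0.00152 for Alas1, 3.09e-04 for Nampt, 0.0168 for Pnp and 0.00501 for Nmrk1 (edgeR). For the others it was 0.0354 for Dusp1, 0.00366 for Htt, 0.0175 for Timp3, 2.76e-05 for Chka, 0.00123 for Grk5, 0.00105 for Tubb4b, 9.83e-05 for Slc30a10, 1.90e-04 for Slc5a6, 0.0229 for Mcm2, 0.00807 for Ccne2, 0.00122 for Psen2, 4.46e-05 for Slc20a1, 0.0185 for Psmd14 and 0.0382 for Stat5b (edgeR). Over all 10898 genes tested, the joint test called 252. Many of the named genes were chosen for a small p within a tissue, which favors a high share among them. Between 2 tissues at a time, 0 genes differed between hypothalamus and amygdala with edgeR at an adjusted p under 0.05 (275 at an unadjusted p under 0.05), 249 between liver and amygdala and 307 between liver and hypothalamus.

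Lists that the paper does not discuss and that camera called had these adjusted p. In the amygdala it was 1.16e-07 for cytosolic heat shock genes, 1.90e-04 for endoplasmic reticulum chaperones and 0.0410 for striatal markers (adjusted p = 0.134, 0.134 and 0.742 with an estimated correlation). In the hypothalamus it was 1.03e-08 for heat shock genes, 7.74e-04 for cortical glutamatergic and 7.74e-04 for pan-neuronal markers (adjusted p = 0.2085 each with an estimated correlation). It was 9.14e-04 for endoplasmic reticulum chaperones, 1.67e-05 for meningeal fibroblast markers, 3.16e-04 for oxidative phosphorylation and 0.0225 for hypothalamic region markers (adjusted p = 0.428 each with an estimated correlation), and 0.0375 for choroid plexus markers (adjusted p = 0.610 with an estimated correlation). In the liver it was 4.63e-04 for endoplasmic reticulum chaperones, 0.00282 for Kupffer cell markers and 0.0116 for proliferation (adjusted p = 0.727 each with an estimated correlation), and 2.32e-04 for male-biased genes and 0.00122 for xenobiotic metabolism (adjusted p = 0.608 each with an estimated correlation).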

How the results depend on the processing

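The hypothalamus counts without Lypla1, whose count in SH mouse 4 differs from its normalized value, and the cecal values over 31 taxa were chosen only after the values were seen; the former gave 245 hypothalamus genes at an unadjusted p under 0.01 against 244, with 238 in both, and the latter kept direction and side of the threshold. Of the 141 genes named, over 1692 alternative values, 1491 kept direction and side of the threshold, 138 lost the threshold, 48 passed it newly and 15 changed sign. Of 25 lists called, over 300 values, 236 kept their call and 63 lost it. The cause of the following changes was not tested, except that a mouse left out leaves fewer samples.

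With DESeq2, genes at an adjusted p under 0.05 were 19 in the amygdala, 21 in the hypothalamus and 656 in the liver. With all 3 tissues in one fit they were 0 in the amygdala (edgeR; 0 in the hypothalamus) and 1070 in the liver, and genes at an unadjusted p under 0.01 were 63, 155 and 1382. Lists called were 0, 0 and 1 with an estimated correlation and 3, 0 and 2 with fry, for amygdala, hypothalamus and liver. On unlogged values the clustering statistic was -0.000349 in the amygdala and -6.37e-05 in the hypothalamus. Genes correlated with bacteria at r over 0.9 were 40, 68 and 250, at Spearman's rho 80 in the liver, and with Lactobacillus and Anaerostipes alone 23 in the hypothalamus. With the 2 mice farthest from the median left out, 0 named relations passed after adjustment, which says nothing about stability, as the reassignments left are too few for a single relation to pass over 10. There r was -0.943 for Hmgcs1 and Oscillospira (permutation p = 0.0417), -0.208 for Per3 and Lactobacillus, 0.0518 for Kynu and Lactobacillus and -0.282 for Kynu and Anaerostipes; on log2 values r was 0.0114 for Cobll1 and Anaerostipes.

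With each mouse left out in turn, edgeR gave 0 to 4 genes in the amygdala at an adjusted p under 0.05 (0 without any GH mouse or SH mouse 2, 1 without SH mouse 3), 0 to 4 in the hypothalamus (4 without GH mouse 3) and 47 to 521 in the liver (GH mouse 1 66, GH mouse 3 47, GH mouse 4 51, SH mouse 1 52, SH mouse 2 97, SH mouse 3 521, SH mouse 4 98). At an unadjusted p under 0.01 the ranges were 121 to 352, 131 to 344 and 499 to 1111. The clustering statistic ranged from -0.000277 to 0.000623 in the amygdala, -9.42e-05 to 0.000616 in the hypothalamus and 0.00182 to 0.00599 in the liver, and genes correlated with bacteria numbered 24 to 49, 51 to 82 and 190 to 331. Genes that differed between tissues numbered 100 to 389 (GH mouse 1 138, GH mouse 3 141, GH mouse 4 100, SH mouse 1 130, SH mouse 3 389). The choroid plexus list had an adjusted p of 0.00241 to 0.655, and it turned higher in SH mice without GH mouse 4, where Ttr was 0.31. The log2 fold changes that changed sign ranged from -7.70 to 0.31 for Ttr and -0.0034 to 0.11 for Stat5b in the hypothalamus, from -0.18 to 0.00085 for Fadd in the amygdala, and in the liver from -0.10 to 0.052 for Mlxipl, -0.044 to 0.091 for Tet2, -0.011 to 0.12 for Fabp2, -0.11 to 0.0089 for Ido2, -0.031 to 0.11 for Qprt and -0.098 to 0.072 for Nmnat1.

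Replicate numbers do not pair the mice: deviations of mice with the same number correlated at -0.0548 to 0.0140 in the amygdala, -0.0333 to -0.0270 in the hypothalamus and -0.0424 to 0.190 in the liver. With the number as a block, edgeR gave 2, 0 and 148 genes at an adjusted p under 0.05 and 151, 214 and 727 at an unadjusted p under 0.01, and sign flips of the 4 pairs give no p under 0.125, so 0 taxa passed. Depth limits the 16S data, whose read numbers are unknown.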

Differences from the paper's values

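The comparison of read numbers and the log2 scale of the Shannon index were chosen only after the values were seen; the other settings named here were set before the data were examined. For the number of liver genes lower in SH mice at p under 0.01, the paper's value is about 670 in Fig. 3A, read by eye, and 410 passed here with edgeR. DESeq2 (508), all 3 tissues in one fit (665) and the fit without SH mouse 3 (568) came within 1.5 times of the paper's value, and the other alternatives did not. For genes higher in SH mice, about 330 in Fig. 3A, read by eye, these 3 settings gave 500, 717 and 543, each more than 1.5 times the paper's value, while 386 passed with edgeR. In the paper's Supplementary Table 1, which covers 15 mice per group, Lactobacillus was 6.81 ± 0.72% (SEM) in GH mice and 3.30 ± 0.79% (SEM) in SH mice, against 4.34% and 0.804% in the 4 mice per group analysed here. The value of GH mice came within the limits without GH mouse 2 (4.75%) and under no other alternative, and that of SH mice under none. Anaerostipes was 0.08 ± 0.02% (SEM) in GH mice in that table and 0.0349% here, under no alternative within the limits. The paper's methods state 55.7 M reads per sample and filtered reads at 56.8% of the reads obtained, and the mean of gene counts was 18.4 M; the cause of the gap was not tested. The Shannon index read by eye from Fig. 3C, at about 2.7 in SH and about 2.9 in GH mice, is on the scale of log2, on which the values here are 2.64 and 2.86.

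Figure 5 marks Afmid as higher and Kmo as lower in SH livers, whereas the log2 fold change was -0.29 for Afmid and 0.27 for Kmo with edgeR. For Kynu and Nampt the directions here are those of that figure.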

Other observations

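Genes outside the lists that are named here were chosen only after their values were seen, while the lists were tested as planned. Heat shock genes were higher in the brain of SH mice, where 7 of 19 in the amygdala and 9 of 18 in the hypothalamus passed when adjusted over the list alone (1 and 0 over all genes with edgeR's quasi-likelihood test), and 16 of 19 and 17 of 18 had a log2 fold change above 0 (adjusted p = 1.16e-07 and 1.03e-08 from camera, adjusted p = 0.134 and 0.2085 with an estimated correlation). Hspa8, a constitutive chaperone, had 2563 ± 183 CPM in SH and 2205 ± 24.6 CPM in GH amygdala (SD, n = 4 each), and St13, a co-chaperone, had 124 ± 1.26 and 109 ± 1.47 CPM (SD, n = 4 each). Hsph1 of the hypothalamus had a log2 fold change of 0.32 (standard error 0.06, adjusted p = 0.320 from edgeR). Endoplasmic reticulum chaperones were higher in all 3 tissues, with 15 of 20 above 0 in the amygdala, 16 of 20 in the hypothalamus and 19 of 20 in the liver, where Ppib rose by 0.37 on the log2 scale (standard error 0.08, adjusted p = 0.0449 from edgeR), and 5, 1 and 5 were higher when adjusted over the list alone (adjusted p = 1.90e-04, 9.14e-04 and 4.63e-04 from camera, adjusted p = 0.134, 0.428 and 0.727 with an estimated correlation). The cold-inducible gene Rbm3 fell by 0.56 in the liver (standard error 0.08, adjusted p = 0.00997 from edgeR), and had -0.45 (standard error 0.09, adjusted p = 0.125 from edgeR) in the amygdala and -0.39 (standard error 0.09, adjusted p = 0.449 from edgeR) in the hypothalamus. Cirbp, another cold-inducible gene, had log2 fold changes of -0.33, -0.27 and -0.17 in amygdala, hypothalamus and liver.

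Male-biased genes of the liver were higher in SH mice, with 15 of 20 above 0, 3 higher over all genes with edgeR and 7 higher when adjusted over the list alone (adjusted p = 2.32e-04 from camera, adjusted p = 0.608 with an estimated correlation). Elovl3, a fatty acid elongase, rose by 1.51 on the log2 scale (standard error 0.20, adjusted p = 0.00997 from edgeR), and Ugt2b37, a glucuronosyltransferase whose close paralogs can share its reads, by 1.52 (standard error 0.22, adjusted p = 0.0128 from edgeR). Of 21 genes of xenobiotic metabolism, 14 were below 0, 2 were lower over all genes and 5 when adjusted over the list alone; Cyp2a5 fell by 1.31 (standard error 0.22, adjusted p = 0.0237 from edgeR) and Alas1, the first enzyme of heme synthesis, by 2.99 (standard error 0.60, adjusted p = 0.0449 from edgeR), with SH mouse 3 at 171 CPM and the other SH mice at 41.4 to 55.9 CPM. Serpina6, which encodes the corticosteroid-binding globulin of plasma, fell by 0.98 (standard error 0.15, adjusted p = 0.0170 from edgeR). Kupffer cell markers were all above 0 (10 of 10, none past the test with edgeR and 3 at an unadjusted p under 0.05, median 0.26), with Marco at 6.82 ± 4.28 CPM in SH and 2.83 ± 1.10 CPM in GH mice (SD, n = 4 each). SH mouse 3 had 12.7 CPM of Marco, against a mean of 4.85 CPM in the other SH mice, and 4 of the 10 markers were highest in it. Of 19 proliferation genes, 15 were above 0, 1 was lower over all genes, and 9 were higher and 3 lower when adjusted over the list alone; Ccne2 fell by 0.94 (standard error 0.20, adjusted p = 0.0493 from edgeR) and Mcm2 had 0.84 (standard error 0.19, adjusted p = 0.0585 from edgeR).

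In the hypothalamus, meningeal genes were all below 0 (13 of 13, 7 lower when adjusted over the list alone), as were choroid plexus genes (9 of 9, 4 lower when adjusted over the list alone, median -1.82), and GH mouse 4 was highest in 9 of 13 and 9 of 9. Without GH mouse 4 the choroid plexus list turned higher in SH mice (adjusted p = 0.655 from camera). Cortical glutamatergic markers had 6 of 7 above 0 and pan-neuronal markers 9 of 9; striatal markers had a median of 0.49 in SH mouse 4 above the mean of the 8 mice. Genes of oxidative phosphorylation had 25 of 30 above 0 (median 0.12), interferon-induced genes 20 of 25 below 0 (adjusted p = 7.74e-04 from camera, adjusted p = 0.428 with an estimated correlation), and hypothalamic region markers 7 of 8 below 0. Neurotensin (Nts) had 26.6 ± 3.76 CPM in SH and 17.4 ± 2.13 CPM in GH mice (SD, n = 4 each), and Nr2f1 a log2 fold change of 0.46 (standard error 0.08, adjusted p = 0.320 from edgeR). The pseudogene Pisd-ps1, whose reads overlap with near-identical copies, had log2 fold changes of 1.07 (standard error 0.21, adjusted p = 0.144 from edgeR) in the amygdala and 1.08 (standard error 0.20, adjusted p = 0.320 from edgeR) in the hypothalamus and no overlap between groups in either. Ston2 was lower in GH mouse 2, SH mouse 3 and SH mouse 4 than in the other mice in all 3 tissues, at 16.3 to 21.4 CPM against 22.8 to 32.3 CPM in the liver.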
